# Global Gene Expression Analysis of Canine Cutaneous Mast Cell Tumor: Could Molecular Profiling Be Useful for Subtype Classification and Prognostication?

**DOI:** 10.1371/journal.pone.0095481

**Published:** 2014-04-18

**Authors:** Mery Giantin, Anna Granato, Chiara Baratto, Laura Marconato, Marta Vascellari, Emanuela M. Morello, Antonella Vercelli, Franco Mutinelli, Mauro Dacasto

## Abstract

Prognosis and therapeutic management of dogs with cutaneous mast cell tumors (MCTs) depend on clinical stage and histological grade. However, the prognostic value of this latter is still questionable. In the present study, MCT transcriptome was analyzed to identify a set of candidate genes potentially useful for predicting the biological behavior of MCTs. Fifty-one canine MCT biopsies were analyzed. Isolated and purified total RNAs were individually hybridized to the Agilent Canine V2 4x44k DNA microarray. The comparison of reference differentiated and undifferentiated MCT transcriptome revealed a total of 597 differentially expressed genes (147 down-regulated and 450 up-regulated). The functional analysis of this set of genes provided evidence that they were mainly involved in cell cycle, DNA replication, p53 signaling pathway, nucleotide excision repair and pyrimidine metabolism. Class prediction analysis identified 13 transcripts providing the greatest accuracy of class prediction and divided samples into two categories (differentiated and undifferentiated), harboring a different prognosis. The Principal Component Analysis of all samples, made by using the selected 13 markers, confirmed MCT classification. The first three components accounted for 99.924% of the total variance. This molecular classification significantly correlated with survival time (*p* = 0.0026). Furthermore, among all marker genes, a significant association was found between mRNA expression and MCT-related mortality for FOXM1, GSN, FEN1 and KPNA2 (*p*<0.05). Finally, marker genes mRNA expression was evaluated in a cohort of 22 independent samples. Data obtained enabled to identify MCT cases with different prognosis. Overall, the molecular characterization of canine MCT transcriptome allowed the identification of a set of 13 transcripts that clearly separated differentiated from undifferentiated MCTs, thus predicting outcome regardless of the histological grade. These results may have clinical relevance and warrant future validation in a prospective study.

## Introduction

Nowadays, molecular profiling technologies provide the potential to comprehend relevant biological networks underlying the cellular and molecular origin of cancer as well as to tailor medical care, both at tumor and patient levels [1], [2]. Gene expression profiling has shown a great potential in cancer research, providing a detailed view on the molecular changes involved in tumor progression, leading to a better understanding of the pathophysiological process, discovering new prognostic markers and novel therapeutic targets [1].

An increasing number of –omic oncologic studies have been recently published in the dog, focusing on mammary tumor [3], [4], [5], [6], hemangiosarcoma [7], osteosarcoma [8], [9], [10], lymphoma [11], [12], urinary bladder cancer [13], histiocytic sarcoma [14] and melanoma [15]. Conversely, the transcriptome of canine cutaneous mast cell tumor (MCT) has not been characterized so far, although MCTs are frequent tumors in dogs, accounting for approximately 6% of all canine neoplasms and 20% of all skin tumors [16], [17].

Unlike human cutaneous mastocytosis, that is rare and benign [18], the disease course of canine MCT may be aggressive [17]. Currently, therapy is mainly guided by histological grade and clinical stage, which have prognostic relevance [19], [20]. Nevertheless, the prognostic value of the histological grading is still questionable, particularly for Patnaik grade 2 (G2) MCTs. Indeed, while the biological behavior for Patnaik-G1 and Patnaik-G3 MCTs can generally be anticipated, the prognosis for Patnaik-G2 MCTs is variable [17]. In addition to the unpredictable behavior of Patnaik-G2 MCTs, histopathological grading is subjective, resulting in grading variations among pathologists [21], [22]. In 2011, a new grading system was proposed by Kiupel and coauthors, aiming at improving concordance among pathologists [20]. This two-tier histologic grading system was demonstrated to be more accurate at predicting metastasis development and tumor mortality than the Patnaik system [20]. Nevertheless, approximately 15% of dogs with Kiupel low grade MCTs have nodal involvement at presentation (Marconato, personal data), indicating that also this grading system possesses some gaps.

The aim of the present study was to characterize the MCT transcriptome by using DNA microarray technology, in order to define a fingerprint of aggressiveness that could predict the biological behavior, possibly overcoming the pitfalls of histological grading.

## Materials and Methods

### Ethics Statements

Animal care, surgery and post surgery were carried out in accordance with good veterinary practices; dogs were under the care of licensed veterinarians and participation in the study did not influence decisions of care. According to the Italian law (D. Lgs. n. 116/92), an Institutional Animal Care and Use Committee approval number and date of approval for the study are not requested for both academia and private practice. Only a written informed consent is needed to conduct a clinical trial.

### Tumor Samples

In this prospective study, seventy-three histologically confirmed samples of spontaneous canine cutaneous MCTs were collected from veterinary clinics of Northern Italy throughout the years 2007–2013, during routine diagnostic or therapeutic surgical procedure and after written informed consent of the owner. Aliquots from the central part of the tumor mass (up to 100 mg each) were aseptically collected, immediately stored in RNAlater solution (Life Technologies, Foster City, CA) and kept at –20°C until use.

For each included case, the following data were retrieved from medical records: breed, age, sex, grade according to Patnaik’s system and Kiupel’s [19], [20], type of treatment (surgery, radiation therapy, chemotherapy, tyrosine kinase inhibitors or a combination of these), survival time, and cause of death.

MCTs from 51 dogs yielded high quality total RNA and passed the quality control for gene expression profiling on DNA microarrays. The remaining 22 samples were used in quantitative Real Time PCR (qPCR) confirmatory analyses.

For sample class prediction, 18 out of the 51 samples used for gene expression profiling were chosen as “reference samples” on the basis of Patnaik and Kiupel histological classification and mitotic index; these “reference samples” included 13 “differentiated MCTs” (Patnaik-G1 or G2 and Kiupel low grade [L], with a mitotic index ≤5), and 5 “undifferentiated MCTs” (Patnaik-G2 or G3, Kiupel high grade [H], with a mitotic index >5). The choice of MCT reference samples was based on a 100% concordance among all pathologists.

### RNA Isolation and Purification

Total RNA was isolated from tissue specimens as previously described [23] and subsequently purified using the RNeasy Mini kit (Qiagen, Milan, Italy), according to the manufacturer’s instructions. To avoid genomic DNA contaminations, on-column DNase digestion with the RNase-free DNase set (Qiagen, Milan, Italy) was performed. Total RNA concentration was determined using the NanoDrop ND-1000 UV-Vis spectrophotometer (NanoDropTechnologies, Wilmington, DE), and quality was measured by using the 2100 Bioanalyzer and RNA 6000 Nano kit (Agilent Technologies, Santa Clara, CA). All 51 samples included in the gene expression profiling experiment were suitable for microarray analysis based on RNA quality (RIN≥7.0).

### RNA Amplification, Labeling and Array Hybridization

Sample amplification, labeling and hybridization were performed following the Agilent One-Color Microarray-Based Gene Expression Analysis protocol. Briefly, for each individual sample, 100 ng of total RNA were linearly amplified and labeled with Cy3-dCTP using Agilent Low Input Quick Amp Labeling kit (Agilent Technologies, Santa Clara, CA) according to the manufacturer’s instructions. A mixture of 10 different viral poly-adenylated RNAs (Spike-In Mix, Agilent Technologies, Santa Clara, CA) was added to each RNA sample before amplification and labeling, to monitor microarray analysis work-flow. Labeled cRNA was purified with RNeasy Mini Kit (Qiagen, Milan, Italy), and sample concentration and specific activity (pmol Cy3/µg cRNA) were measured with a NanoDrop ND-1000 UV-Vis spectrophotometer. A total of 1.65 micrograms of labeled cRNA was fragmented by using the Gene Expression Hybridization kit (Agilent, Santa Clara, CA) following the manufacturer’s instructions. A volume of 100 µL of hybridization solution was then dispensed in the gasket slide and assembled to the microarray slide, with each slide containing four arrays. Canine-specific oligo-arrays (Canine V2 4x44k G2519F, Design ID 021193, Agilent Technologies, Santa Clara, CA) were used. Slides were incubated for 17 h at 65°C in an Hybridization Oven (Agilent Technologies, Santa Clara, CA), subsequently removed from the hybridization chamber, quickly submerged in GE Wash Buffer 1 to disassembly slides and then washed in GE Wash Buffer 1 for approximately 1 minute, followed by one additional wash in pre-warmed (37°C) GE Wash Buffer 2. Hybridized slides were scanned at 5 µm resolution using a G2565BA DNA microarray scanner (Agilent Technologies, Santa Clara, CA). Default settings were modified in order to scan the same slide twice at two different sensitivity levels (XDR Hi 100% and XDR Lo 10%). Total RNA of 4 samples was labeled twice and hybridized separately in different slides to generate technical replicates.

Microarray data have been deposited in NCBI's Gene Expression Omnibus, and are accessible through GEO Series accession number GSE50433.

### Normalization of Microarray Data

The two linked images generated from the scanned slide were analyzed together, data were extracted and background subtracted by using the standard procedures contained in the Agilent Feature Extraction Software version 9.5.1. All 51 samples were then normalized together in a single run to avoid potential biases. Normalization procedures were performed by means of the R statistical software (http://www.r-project.org), and by using Spike-In control intensities to identify the best normalization procedure. Normalization using limma package always yielded better results than cyclic loess normalization, thus quantile-normalized data were used in all subsequent analysis. After normalization, spike intensities are expected to be uniform across the experiments of a given dataset. All control features and Spike-in were excluded from subsequent analyses. Missing values (probes with Feature Extraction flag equal to 0) were imputed by using the microarray data analysis tool TIGR Multiple Array Viewer (TMEV) [24].

### Statistical Analyses

To identify differentially expressed genes between “reference samples” (differentiated and undifferentiated MCTs), a two-class unpaired test was implemented in the program SAM (Significance Analysis of Microarrays) release 4.0 [25], enforcing a False Discovery Rate (FDR) of 1% and a –fold change (FC) of 2.

Gene expression data from 51 MCTs were analyzed to evaluate the ability to classify MCT samples with a reduced set of informative markers, by using a statistical approach for class prediction implemented in the Prediction Analysis of Microarrays (PAM) software, available online at http://www-stat.stanford.edu/~tibs/PAM. This software uses the method of nearest shrunken centroids to find out the minimal set of genes that provides the greatest accuracy of class prediction. The program first performs a discriminant analysis on “known” samples (Training Sample Set, in this study these known samples were the 18 reference samples as previously described) to choose the smallest panel of genes providing the greatest accuracy of class prediction with the smallest misclassification error. Subsequently, the program uses the same panel of genes to predict a class for a set of “unknown” samples (in this study represented by 33 of 51 MCTs, for whose grading the pathologists did not reach a consensus).

To confirm the correct choice of reference samples and PAM class prediction results, hierarchical clustering (HCL) and principal component analysis (PCA) on gene expression data were carried out by using the TMEV suite.

All other statistical tests (linear regression, non-parametric Spearman correlation analysis and Mann-Whitney test) were carried out with the GraphPad Prism 5 software (San Diego, CA, USA). Statistical significance was set at *p*<0.05.

### Functional Annotation

The functional annotation analysis of differentially transcribed genes was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) web-server v.6.7 (http://david.abcc.ncifcrf.gov) [26]. Gene ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways included in the DAVID knowledgebase were considered. The following parameters were respectively used for GO Biological Process and KEGG pathways: gene count 3, ease 0.05; gene count 4, ease 0.05.

### Quantitative Real Time PCR (qPCR)

Thirteen target genes selected through class prediction analysis and three internal control genes (ICGs) were chosen for qPCR amplification. For each transcript, gene-specific primers that encompassed one intron and the most appropriate UPL probe were designed by using the Universal Probe Library (UPL) Assay Design Centre web service (Roche Diagnostics, Mannheim, Germany). Putative intron-exon boundaries were inferred from the UCSC Genome Browser and Ensembl Genome Browser Databases (http://genome.ucsc.edu and www.ensembl.org).

First-strand cDNA was synthesized from 1 µg of total RNA using the High Capacity cDNA Reverse Transcription Kit (Life Technologies, Carlsbad, CA) according to the manufacturer’s protocol and stored at −20°C until use. Primers specificity was evaluated either in silico by means of the BLAST tool than experimentally by Power SYBR Green I (Life Technologies, Carlsbad, CA) amplification and melting curve analysis. qPCR reactions (10 µL final volume) consisted of 1X LightCycler 480 Probe Master (Roche Applied Science, Indianapolis, IN), 300 or 600 nM forward and reverse primers (Eurofins MWG Operon, Ebersberg, Germany) according to the assay set-up, 200 nM human UPL probe and 2.5 µL of 1∶100 diluted cDNA. qPCR analysis was performed in duplicate in a LightCycler 480 Instrument (Roche Applied Science, Indianapolis, IN) using standard PCR conditions (an activation step at 95°C for 10 minutes; 45 cycles at 95°C for 10 seconds and at 60°C for 30 seconds; a cooling step at 40°C for 30 seconds) and LightCycler 480 clear plates (Roche Applied Science, Indianapolis, IN). No-template controls and no-reverse transcription controls were included on each plate. Calibration curves, using a 3-fold serial dilution of a cDNA pool, were performed. ICGs assay parameters were comparable to that of the target genes; moreover, no statistically significant differences were observed in their expression profile between differentiated and undifferentiated MCT samples. Data were analyzed with the LightCycler480 software release 1.5.0 (Roche Applied Science, Indianapolis, IN) by using the second derivative method. Messenger RNA relative quantification was performed by using the ΔΔCt method [27], the arithmetic mean of the three selected ICGs and a cDNA pool comprehending two external MCT samples as calibrator.

Twenty-two MCT samples not processed on the array were chosen for qPCR confirmatory analysis. All thirteen transcripts selected with class prediction analysis (PAM analysis) were amplified in duplicate as reported above. RQ values were finally analyzed by using Multid-Genex software [28]. Clustering and PCA were performed, adopting the following setting: mean center scaling, Ward’s algorithm and Manhattan distance.

### Survival Analysis

Survival time was defined as the interval from date of surgery to death and was investigated by means of Kaplan–Meier survival analysis, stratified by MCT molecular classification (differentiated and undifferentiated MCTs). The log rank test was used to compare survival time between groups.

For each selected target gene, a receiver-operator characteristic (ROC) curve was created. For areas under curve >0.5, the cut-off value (in terms of relative quantification value, RQ) that better discriminated MCT associated with patient mortality was determined. On the basis of the chosen cut-off value, sensitivity and specificity parameters, with 95% confidence intervals, were calculated. All statistical tests were carried out in GraphPad Prism 5 software (San Diego, CA, USA). Statistical significance was set at *p*<0.05.

## Results

### Animals

Dogs characteristics are shown in Table S1, including the 2 population subsets (GEP cohort, n = 51, and dogs not on array, n = 22). Histological grading and mitotic index of reference samples used for class prediction analysis are shown in Table S2. All included dogs received some form of treatment, consisting of surgery (n = 54), surgery and systemic treatment (n = 12), radiation therapy and systemic treatment (n = 3), systemic treatment (n = 3), and a combination of surgery, radiation therapy and systemic treatment (n = 1).

### DNA Microarray Validation

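RNA of 51 cutaneous MCTs was labeled with a single dye and hybridized, 1 tumor per array, to Agilent canine gene expression arrays. Each array carries 45220 spots, of which 43803 are not controls and represent 43603 probes. The brightness of a spot measures how much RNA of the matching transcript the tumor contained. The arrays came from 15 slides, which were scanned in 9 sessions. The reference samples were 13 differentiated and 5 undifferentiated MCTs (Table S2), and the other 33 samples are the ones that the paper calls unknown. The class of each unknown sample, 7 undifferentiated and 26 differentiated, is the one that the paper gives in Figs. 3 and 4. Sample LM0 was matched to an undifferentiated case of Table S2 by elimination, since the other samples matched by name. The dogs were 3 to 14 years old, 19 labeled as male and 30 as female, and 2 had no sex given.

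The authors extracted the scans with Agilent Feature Extraction, which subtracted the background within each array. They quantile-normalized the 51 arrays together with limma, left out control and spike-in features and imputed missing values. Both the scanner output and a table of the authors' normalized intensities on a linear scale were deposited. Here the processed signal of the scanner output was put on the log2 scale and quantile-normalized over the 51 arrays. Spots flagged as outliers, 718 to 3291 per array, were set to missing, and spots of the same probe were averaged. The authors' normalized table served as an alternative. Chromosome positions given with the probes are those of the scanner output, in which the genome build is not named.

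Of the non-control spots, a median of 67.1% (range 62.3% to 70.4%) were well above background in the 5 undifferentiated reference samples and 69.5% (66.6% to 72.6%) in the 13 differentiated ones. The medians were 69.1% (65.1% to 72.9%) in the 7 unknown samples classified as undifferentiated and 68.2% (59.4% to 74.8%) in the 26 classified as differentiated. At most 3 spots per array were saturated. Spots of the same probe on the same array differed with a median SD between 0.068 and 0.13 on the log2 scale. The profiles of any 2 arrays correlated with an r between 0.905 and 0.988, and none of the 1275 pairs held identical values. Undifferentiated and differentiated reference samples shared 2 slides, with 2 and 4 samples on them, and 4 scan sessions, with 4 and 9 samples. The number of arrays limits the precision of each comparison.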

DNA microarray experiments were individually performed in 51 MCT samples, characterized by a RIN≥7. Technical replicates (labeling and hybridization) were conducted for 4 samples arbitrarily chosen. Linear regression analysis of the entire dataset for each technical replicate revealed a r^2^ ranging between 0.973 and 0.993 with a *p*<0.001. Non parametric Spearman correlation analysis of all samples considering RQ values obtained by qPCR target gene amplification and corresponding normalized DNA microarray data showed positive and significant results for all validated genes (Table 1).

**Table 1:** DNA microarray validation: Spearman correlation analysis of normalized DNA microarray data and corresponding qPCR results for the whole set of samples.

Target gene	Spearman R
CCNB2 (probe 1)	0.9306***
CCNB2 (probe 2)	0.9281***
CCNB2 (probe 3)	0.9103***
CDC20	0.9158***
CDCA8	0.9241***
CENPP	0.7348***
FEN1	0.7797***
FOXM1 (probe 1)	0.8014***
FOXM1 (probe 2)	0.8571***
GSN (probe 1)	0.8228***
GSN (probe 2)	0.9256***
GSN (probe 3)	0.9059***
KPNA2 (probe 1)	0.5392***
KPNA2 (probe 2)	0.6434***
NUF2 (probe 1)	0.8869***
NUF2 (probe 2)	0.9538***
NUF2 (probe 3)	0.9453***
NUSAP1	0.8851***
PRC1 (probe 1)	0.9650***
PRC1 (probe 2)	0.9439***
RAD51	0.9075***
UBE2S (probe 1)	0.5951***
UBE2S (probe 2)	0.7484***
UBE2S (probe 3)	0.7752***

***p<0.001; statistical analysis was performed for each target gene-specific probe available on the array.

### Gene Expression Profiling of Reference Samples

The transcriptome of reference samples, e.g., differentiated (n = 13) and undifferentiated (n = 5) MCT samples was compared by using the SAM program. 

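Between the 5 undifferentiated and the 13 differentiated reference samples, limma called 783 of 43580 probes at a Benjamini-Hochberg adjusted p under 0.01 and a fold of at least 2. Of these, 414 were up-regulated and 369 (47.1%) were down-regulated in undifferentiated MCTs, with a median absolute log2 fold change of 1.89. The up-regulated probes carried 360 transcript names, 200 of them gene symbols, and the down-regulated ones 307 names, 145 of them gene symbols. For 345 of the called probes, all 5 undifferentiated samples lay outside the range of the 13 differentiated ones, above or below it, which chance gives for 0.07% of unchanged probes, or 30.5 of those tested.

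The count depended on the test. SAM, written anew after the published method, called 602 probes on linear values, 434 up-regulated and 168 (27.9%) down-regulated. On log2 values it called 1331 probes, 580 up-regulated and 751 (56.4%) down-regulated. The methods' t-test without adjustment gave the highest count, 1994 probes. With scan session as a fixed block limma called 300 probes, and with slide as a fixed block 58, both fits having been chosen after seeing the data. Of these, 265 and 23 were among the 783. With slide as a fixed block, none of the 39 called probes of the named genes, those of the next paragraphs, of Tables S3 and S4 and of the marker genes, was still called, and 0 of them changed direction. With LM0 left out 520 probes were called, and with T57 left out 1094.

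**Figure D1:**
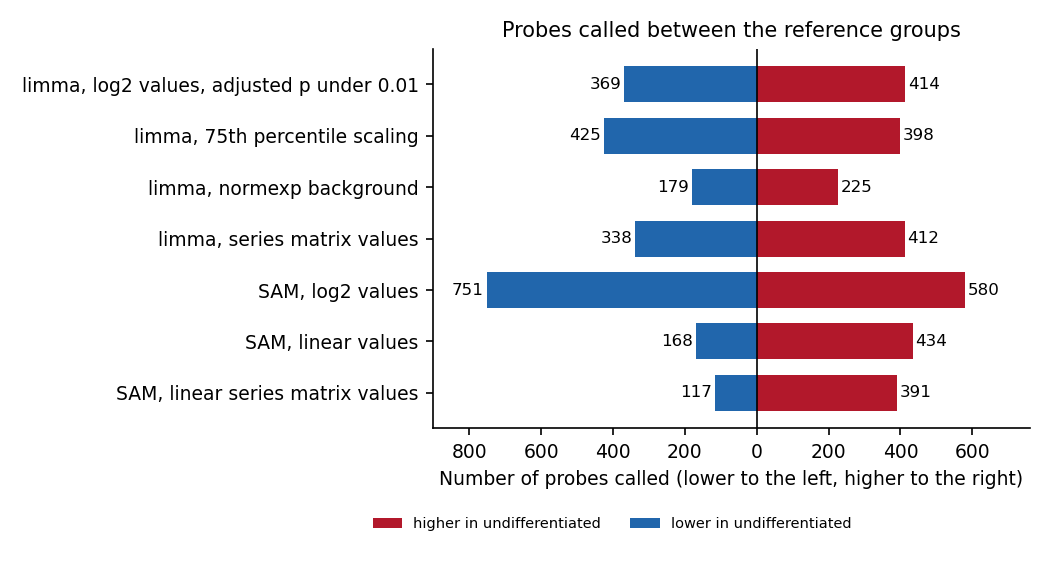
Number of probes called between the 5 undifferentiated and 13 differentiated reference samples (horizontal axis, bars starting at 0) under 7 combinations of test and values; red bars to the right are probes higher and blue bars to the left probes lower in undifferentiated MCTs, with the count at the end of each bar. SAM on linear values gave 434 higher and 168 lower probes, while limma on log2 values gave 414 and 369; the last bar, SAM on the linear series matrix values, was added after seeing the data.

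Among the up-regulated probes without overlap, the highest log2 fold change was that of DEPDC1 (probe at chromosome 6, 79931686 to 79931745). Its level was 7.42 ± 1.005 (log2, SD, n = 5) in undifferentiated and 2.93 ± 1.13 (SD, n = 12) in differentiated samples, a log2 fold change of 4.50 (standard error 0.555, limma adjusted p = 0.000175). It was well above background on 5 of 5 and on 2 of 13 arrays, so the lower of the 2 levels lies near the background. After UCHL1, which is given with Table S4, MPP4 (chromosome 37, 13711616 to 13711675) had 9.22 ± 1.005 (SD, n = 5) against 5.05 ± 0.94 (SD, n = 13), a log2 fold change of 4.175 (standard error 0.482, limma adjusted p = 7.88e-05). SHCBP1 on chromosome 15 and the transcript DT536829 on chromosome 37 followed with log2 fold changes of 3.96 and 3.95.

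Among the down-regulated probes without overlap were 2 of ANGPTL1 on chromosome 7. Neither of them was well above background on any of the 5 undifferentiated arrays, so only bounds can be given, at least 6.42-fold lower for the probe at 23909939 to 23909998 (limma adjusted p = 7.66e-05) and at least 4.15-fold lower for the other (adjusted p = 0.000235). Such a bound sets the mean of the brighter group against the lowest signal that was well above background on each array of the dimmer group, or the probe's own signal where that was higher. The second of these probes was not past the threshold after normexp background correction. WISP2 (chromosome 24, 35146436 to 35146495) had 8.45 ± 0.95 (SD, n = 5) in undifferentiated and 12.29 ± 1.28 (SD, n = 13) in differentiated samples, a log2 fold change of -3.85 (standard error 0.604, limma adjusted p = 0.000966). It was not called with scan session (limma adjusted p = 0.0119) or slide (0.0922) as a fixed block, where its log2 fold changes were -4.335 and -4.866. The 2 called probes of COL14A1 on chromosome 13 had log2 fold changes of -3.70 and -3.62, each well above background on 4 of 5 undifferentiated arrays, and in the second of them LM0 lay at 2.06 against 4.80 to 5.79 in the other undifferentiated samples.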

The unpaired t-test with FDR of 1% and FC of 2 revealed a total of 597 differentially expressed genes (DEGs, 147 down-regulated and 450 up-regulated). 

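Tables S3 and S4 name transcripts but no probes, so called probes were compared with them by name. Of the 123 different names in Table S3, 110 had a probe called lower here, and of the 391 names in Table S4, 285 had a probe called higher. No name of either table had a probe called in the other direction. Outside both tables, 75 names were called higher and 197 lower. With SAM on linear values, 444 of the 514 names had a call in the same direction, against 395 with limma.

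For 389 names with 1 probe and 1 entry, the paper's folds could be set against folds recomputed from the arrays. Taken as the ratio of linear group means in the authors' normalized table, the recomputed folds differed from the paper's by a median of 0.0155%, and 308 of the 389 lay within 5%. From the scanner output the median difference was 1.31%, and 276 lay within 5%. The direction of limma's log2 fold change was the paper's for 387 of the 389 entries, where an entry without a value counts as not the same. Of the 389, limma called 293. The log2 of the recomputed folds correlated with that of the paper's, with a Pearson r of 0.992 from the scanner output and 0.993 from the normalized table. These are correlations across transcripts, which are not independent replicates.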

The complete list of DEGs and corresponding FC is reported in Tables S3–S4. To explore the functional significance of the observed differences, enrichment analysis of up- and down-regulated genes was carried out by using GO Biological Processes and KEGG Pathways analysis through DAVID web-server. Among the 597 DEGs, only 352 had a unique gene identity that could be assigned to GO Biological Process and KEGG Pathway. The following GO Biological Processes were found to be differentially regulated: M-phase, cell cycle phase, cell cycle process, cell division and cell cycle (Table 2). 

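A list of 85 genes of the M phase, written from general knowledge and not taken from a database release, stood in for the GO term. Of these, 73 had a probe on the array, and each gene was represented by its brightest probe. In undifferentiated reference samples 71 of the 73 genes were higher and 2 lower, with a median log2 fold change of 1.98. Among them 53 were called, all higher, and 56 were past the same limits when adjusted over the list alone. The list as a whole was past the threshold in limma's camera test, which sets a list against the other genes with a preset correlation of 0.01 between genes (adjusted p = 8.39e-46 over 8 lists). Its adjusted p was 3.99e-07 with fry and 0.0116 with camera and an estimated correlation. Small camera p values are common for this list, since 77 of 100 splits of the 18 arrays into 5 and 13, the real one included, had an unadjusted p under 0.05, and another split reached 9.52e-44 against 1.05e-46 in the real one.

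The cell cycle list moved less. In it 83 genes were higher and 23 lower, with a median log2 fold change of 0.37 and 25 genes called, all higher, or 28 when adjusted over the list alone. Its camera adjusted p was 2.57e-11, against 3.06e-06 with fry and 0.022 with an estimated correlation. Against a background of 11691 genes, 346 of them called, Fisher's exact test gave an odds ratio of 10.8 for the cell cycle list (adjusted p = 1.47e-15) and of 109.9 for the M phase list (adjusted p = 3.17e-67).

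**Figure D2:**
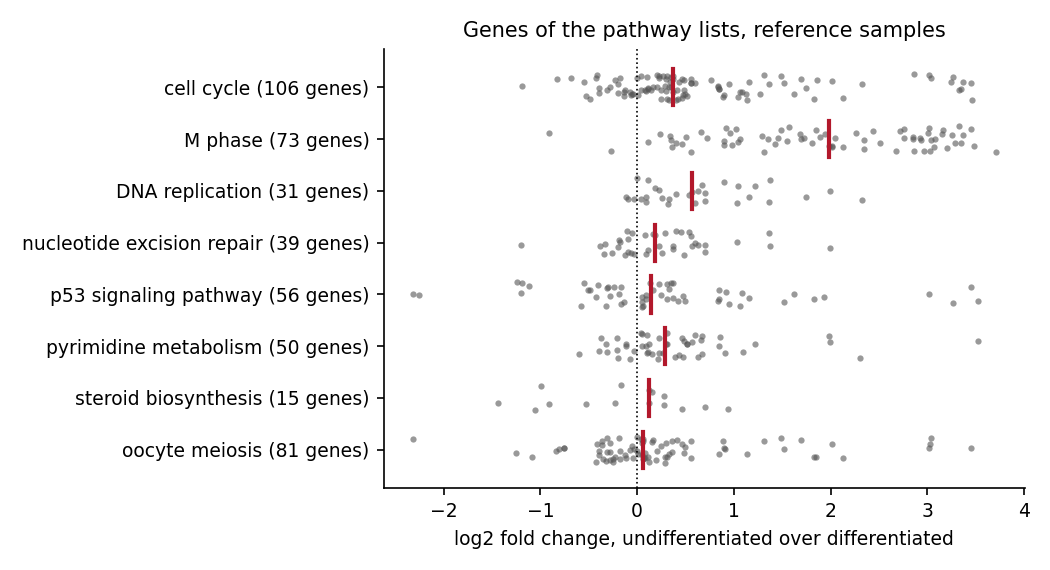
Log2 fold change of each gene in 8 pathway lists (horizontal axis), undifferentiated over differentiated reference samples; each gray point is 1 gene, the red bar is the list's median and the dotted line marks no change. The M phase list stands apart with a median of 1.98, while the medians of the other lists lie between 0.061 and 0.57.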

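Lists written from general knowledge for 6 further KEGG pathways were tested in the same way as the cell cycle list, while progesterone-mediated oocyte maturation was not analysed here. In DNA replication, 27 of 31 genes were higher in undifferentiated samples, with a median log2 fold change of 0.57, 10 called higher and a camera adjusted p of 1.46e-09 from limma. In pyrimidine metabolism 38 of 50 genes were higher (median 0.29, 5 called higher, adjusted p = 7.69e-05 from camera). Nucleotide excision repair had 24 of 39 genes higher (median 0.19, 4 called higher and 1 lower, camera adjusted p = 0.0075). Oocyte meiosis had 48 of 81 genes higher, 11 called higher and 1 lower, a median of only 0.06 and an adjusted p of 0.0232. In the p53 signaling pathway, 35 of 56 genes were higher, 7 called higher and 1 lower, with a median of 0.15 and an adjusted p of 0.0463, or 0.133 with T57 left out.

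Steroid biosynthesis was not past the threshold. Of its 15 measured genes 8 were higher and 7 lower, the median log2 fold change was 0.13 but the mean -0.15, and camera gave the direction lower with an adjusted p of 0.382. In Fisher's exact test, which counts a gene as called when any of its probes is, its adjusted p was 0.0712, with 1 gene called higher and 1 lower. With fry the same 7 of 8 lists, the cell cycle and M phase included, were past an adjusted p of 0.05. With an estimated correlation 4 remained past it, pyrimidine metabolism and DNA replication both at 0.0496, while nucleotide excision repair (0.259), oocyte meiosis (0.185) and p53 signaling (0.0857) did not.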

The GO Biological Process definition for DEGs partially reflected what was described for KEGG pathways: cell cycle, DNA replication, oocyte meiosis, progesterone-mediated oocyte maturation, p53 signaling pathway, nucleotide excision repair, pyrimidine metabolism and steroid biosynthesis.

**Table 2:** DAVID functional annotation of the complete list of differentially regulated genes between differentiated and undifferentiated MCTs.

Category	Term	Count	*p* value	Fold Enrichment
GO_BP_FAT	GO:0000279∼M phase	3	5.00E-03	2.28E+01
GO_BP_FAT	GO:0022403∼cell cycle phase	3	7.93E-03	1.83E+01
GO_BP_FAT	GO:0022402∼cell cycle process	3	9.62E-03	1.66E+01
GO_BP_FAT	GO:0051301∼cell division	3	1.15E-02	1.52E+01
GO_BP_FAT	GO:0007049∼cell cycle	3	2.02E-02	1.14E+01
KEGG_PATHWAY	cfa04110:Cell cycle	27	1.14E-20	1.06E+01
KEGG_PATHWAY	cfa03030:DNA replication	11	9.04E-10	1.50E+01
KEGG_PATHWAY	cfa04114:Oocyte meiosis	12	3.70E-06	5.88E+00
KEGG_PATHWAY	cfa04914:Progesterone-mediated oocyte maturation	9	1.41E-04	5.67E+00
KEGG_PATHWAY	cfa04115:p53 signaling pathway	8	1.75E-04	6.49E+00
KEGG_PATHWAY	cfa03420:Nucleotide excision repair	6	2.19E-03	6.33E+00
KEGG_PATHWAY	cfa00240:Pyrimidine metabolism	7	6.36E-03	4.10E+00
KEGG_PATHWAY	cfa00100:Steroid biosynthesis	4	6.69E-03	9.92E+00

GO, Gene Ontology; BP: Biological Process; *p* value: modified Fisher exact P value calculated by DAVID software;

Fold Enrichment defined as the ratio of the two proportions: input genes involved in a biological process and the background information.

DEGs dataset obtained through the transcriptome comparison of differentiated and undifferentiated reference samples was analyzed by HCL and PCA. Both HCL tree and PCA clearly identified, without overlapping, two main groups, being attributable to differentiated and undifferentiated reference samples (Figures 1–2). 

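Both analyses were repeated with the 783 probes that limma called. With the distance and linkage named in the legend of Fig. 1 (Pearson correlation, average linkage), the first split of the tree parted all 5 undifferentiated from all 13 differentiated samples on log2 values. The same held for log2 values centred per probe and for linear values divided by the mean of each probe. On plain linear values the first split set 2 undifferentiated samples against the other 16, so that 3 undifferentiated samples stayed with the 13 differentiated ones. In the PCA of linear values, no sample of either group lay inside the range of the other on component 1. On component 2, 4 undifferentiated samples counted as inside the range of the differentiated ones, and on component 3 again 4. Only the end of the range towards a sample's own group was checked, so a sample past the opposite end counts as inside. These probes were chosen because they differ between the groups, so the separation is not independent of their choice.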

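With the called probes on the linear scale, the first 3 components held 84.6% of the variance among the 18 reference samples, with a jackknife standard error of 3.67 percentage points. Component 1 held 69.9%, component 2 held 8.99% and component 3 held 5.65%. The share depended on the values used. It was 79.3% on log2 values and 70.8% with each probe scaled to unit variance. From the authors' normalized table it was 90.6%, and for the 706 probes whose names occur in Tables S3 and S4 it was 86.8%.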

The first three components accounted for a substantial fraction (79.883%) of the total variance. This result confirmed that the samples chosen as reference samples were good as Training Sample Test for class prediction analysis.

**Figure 1:**
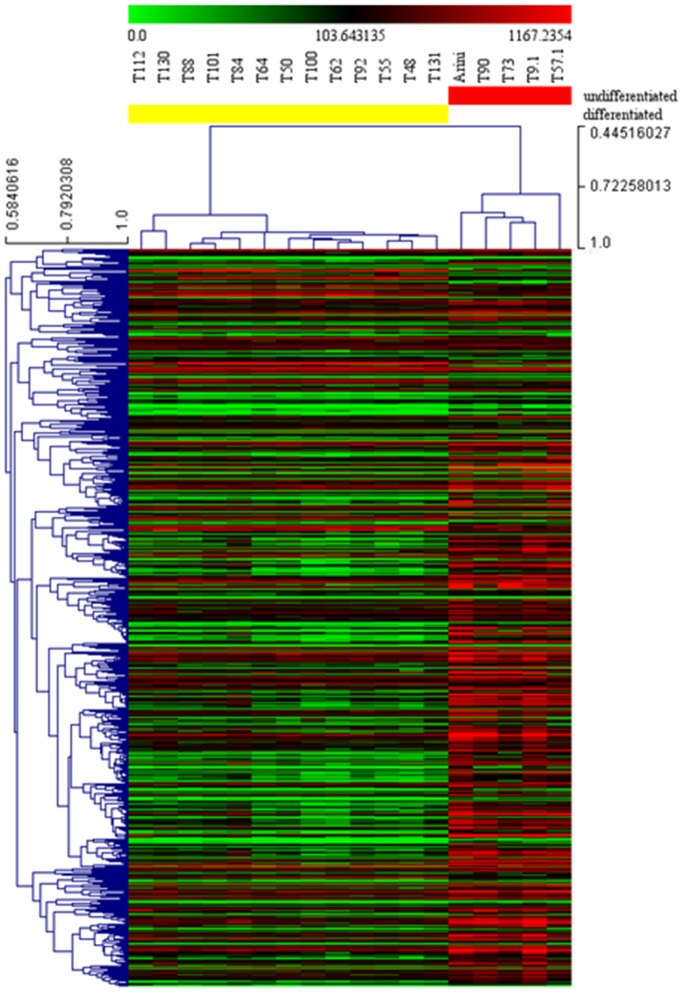
Hierarchical clustering and heat map of differentiated and undifferentiated reference samples. Hierarchical clustering was performed using gene expression data of 597 differentially expressed genes obtained through the comparison of reference samples (13 differentiated and 5 undifferentiated mast cell tumors) with SAM, fixing a fold change of 2 as well as a False Discovery Rate of 0.01 as parameters. Red and green indicates up- and down-regulated genes relative to the mean expression in all samples, respectively. Samples were hierarchically clustered into differentiated (left, yellow) and undifferentiated (right, red) and based on the Pearson correlation coefficients and average linkage clustering. Genes were hierarchically clustered based on Pearson correlation coefficients and average linkage clustering. Units of the bar legend: absolute values.

**Figure 2:**
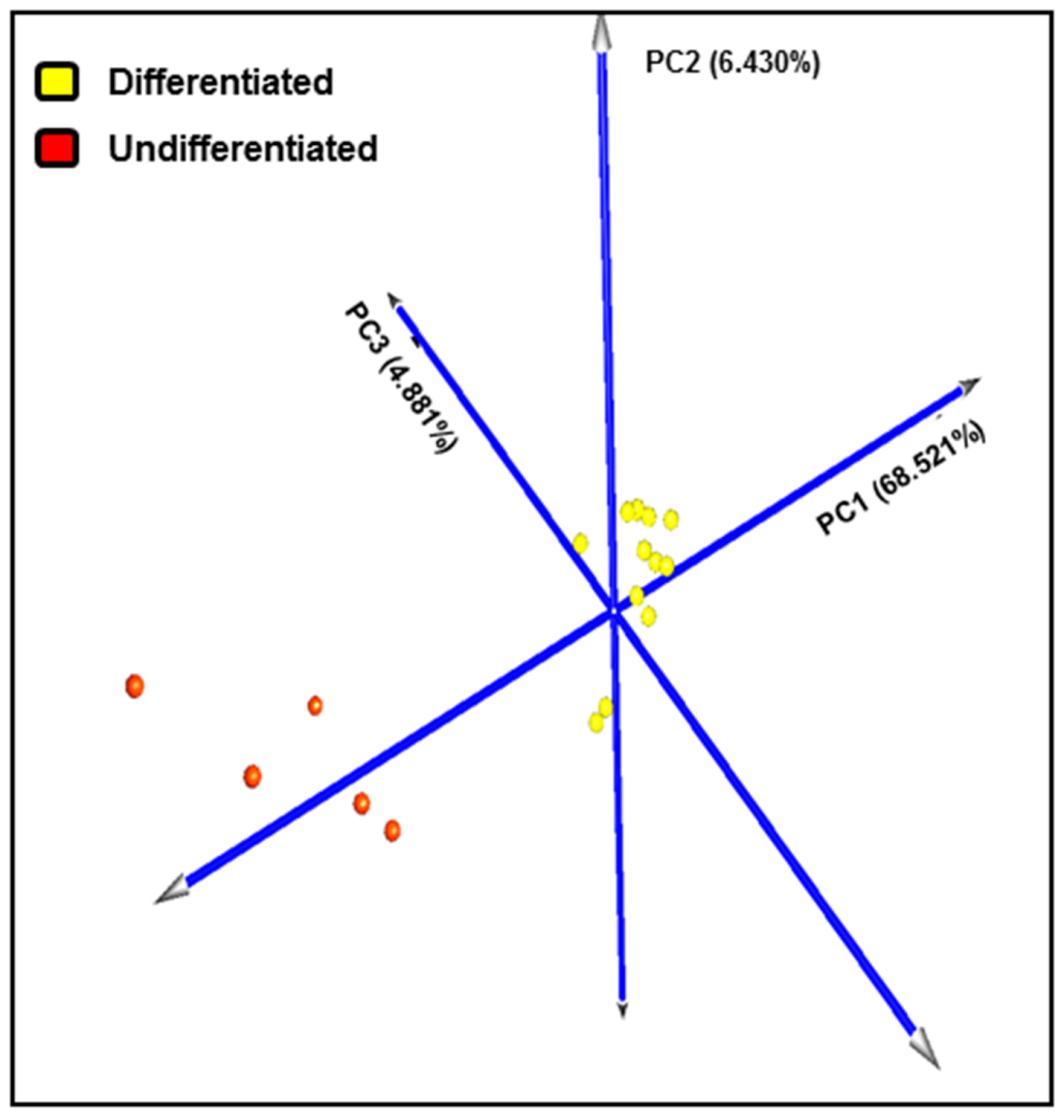
Principal component analysis of differentiated and undifferentiated reference samples. Analysis was performed using gene expression data of 597 differentially expressed genes obtained through the comparison of reference samples (13 differentiated and 5 undifferentiated mast cell tumors) with SAM, fixing a fold change of 2 as well as a False Discovery Rate of 0.01 as parameters. Each colored sphere corresponds to a reference sample (differentiated mast cell tumors are indicated in yellow, while undifferentiated ones in red). The value of each principal component is reported on the graph. The sum of the three principal components accounted to the 79.883% of the total variance.

### Class Prediction Analysis

Gene expression data from all 51 MCT samples were analyzed to evaluate the ability to classify “unknown” samples with a reduced set of informative markers. Differentiated and undifferentiated reference MCTs were used as “known” samples. The nearest shrunken centroid analysis implemented in the PAM program was effective in discriminating between differentiated and undifferentiated reference samples with a 100% accuracy (misclassification error of 0), thereby selecting 13 transcripts. This minimal gene set was then used in the cross-validation procedure yielding a probability of correct identification (about 100%) for all 33 remaining samples (Figure 3). 

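Nearest shrunken centroids, written anew after the published method, were trained on the 43603 probes of the 18 reference samples on the log2 scale. The method shrinks each class mean towards the common mean by a threshold, and a probe whose class means no longer differ drops out. Over 30 thresholds, leave-one-out cross-validation made no error at 5 of them, the smallest being 2.334. The largest of the 5 was 3.267, where 342 probes with 292 names were kept, 207 of them higher in undifferentiated MCTs. The least certain reference sample was the differentiated T84, to which cross-validation gave a probability of 0.206 of being undifferentiated.

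Of the 24 probes that the scanner output assigns to the 13 marker genes of the paper, 19 were among the 342, and they stood for 10 of the 13 genes. The probe named CDCA8 (rank 14112) and those of FEN1 (519) and NUSAP1 (396) were not kept. DN745205, 12431 bases from the probe named CDCA8, was kept (rank 105). Whether it measures CDCA8 is open, and it was picked out after its values were seen. The size of the panel changed with the setting. It was 2 probes on linear values, 336 on the authors' normalized table and 103 without the genes of the cell cycle and M phase lists. With T57 left out it was 10 probes, and with LM0 left out 2460, at 1 error.

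**Figure D3:**
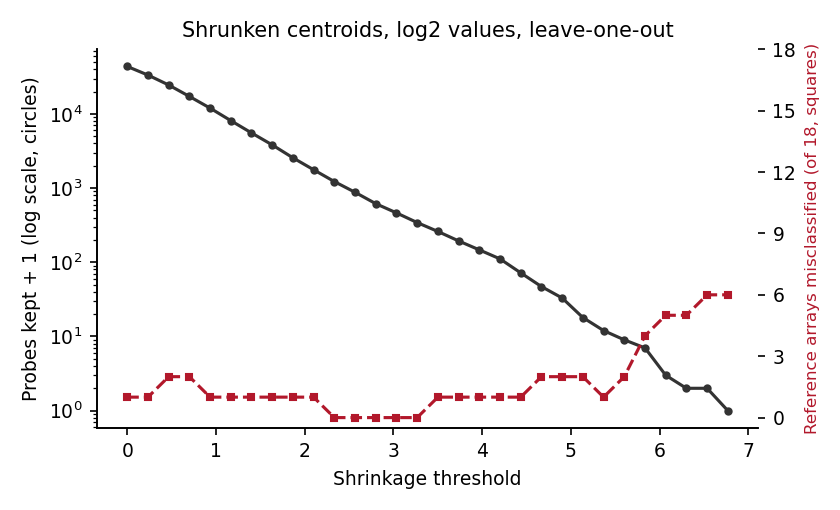
Number of probes kept plus 1 (left axis, log scale, gray circles) and number of the 18 reference arrays misclassified in leave-one-out cross-validation (right axis, red squares) against the shrinkage threshold. Both ends of the range misclassify at least 1 array, and the errors are 0 between thresholds of 2.334 and 3.267.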

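With the 342 probes, each of the 33 unknown samples was given a class with a probability of at least 0.9. The lowest probability of the assigned class was 0.970, for T53. On the authors' normalized table 32 of the 33 samples reached 0.9, with a lowest probability of 0.549, and on linear values 27 of the 33, with a lowest probability of 0.576.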

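Applied to the 33 unknown samples, the centroids of the 342 probes assigned 8 to the undifferentiated class and 25 to the differentiated one. T49, T77, T80, T104, T114, T115 and T132, which Fig. 3 shows as undifferentiated, were among the 8. T53, which Fig. 3 shows as differentiated, was the other. On the authors' normalized table 7 samples were assigned, the same as in Fig. 3, and on linear values 8, which included 6 of those in Fig. 3. With T57 left out of the training samples 5 were assigned, all among those in Fig. 3. The paper used the transcripts that parted its reference samples without error to give a class to the other 33 samples.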

The class prediction analysis allowed the identification, among the unknown samples, of a total of 7 undifferentiated and 26 differentiated MCTs.

**Figure 3:**
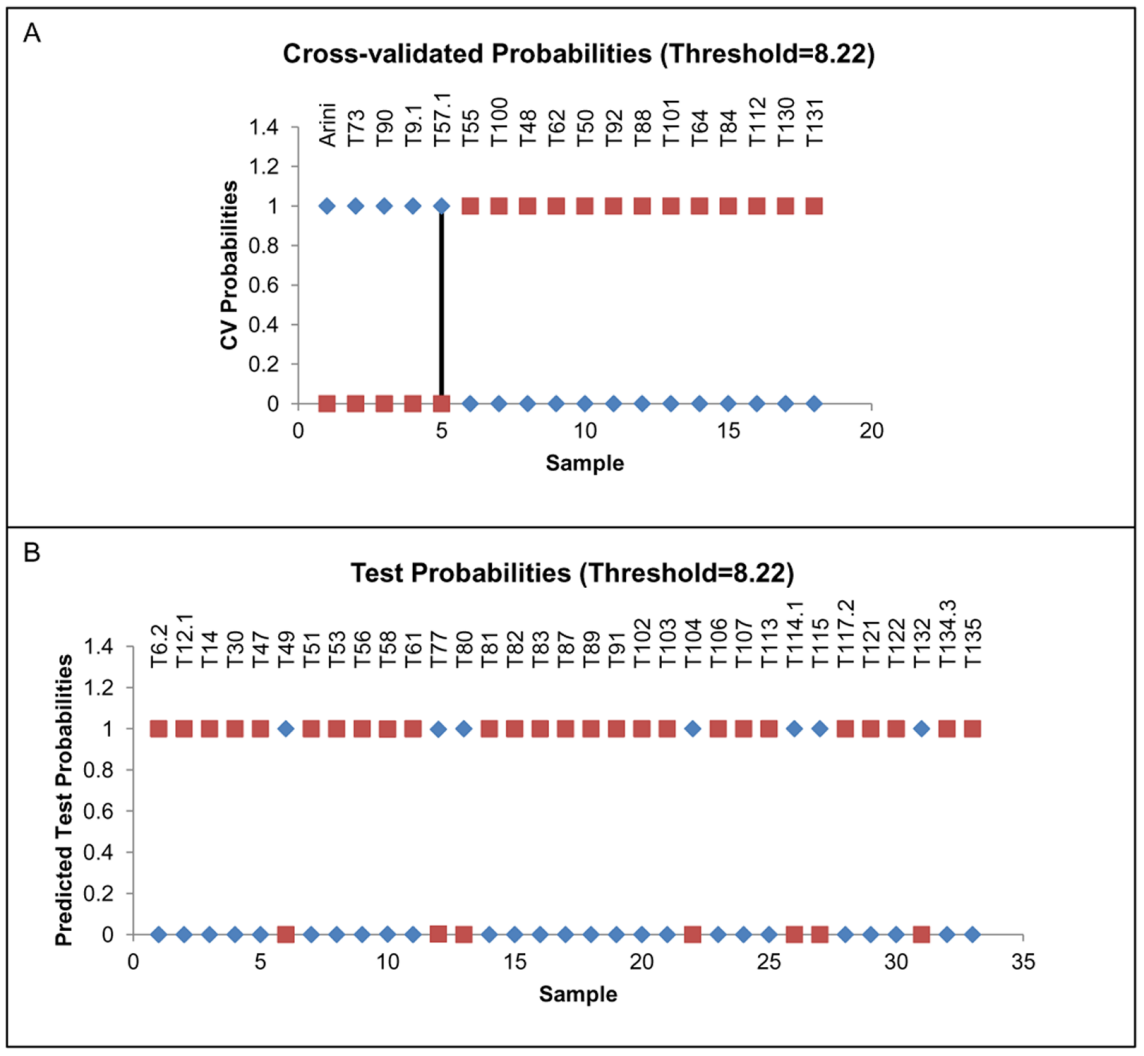
Class prediction analysis. Plot of cross-validated probabilities and test probabilities for sample classification. (A) On x-axis individual reference samples: 1–5 undifferentiated mast cell tumor samples, 6–18 differentiated mast cell tumor samples; on y-axis the probability of being classified as undifferentiated (blue rhombus) or differentiated (red squares). (B) On x-axis individual unknown samples; the probability of being classified as undifferentiated (blue rhombus) or differentiated (red squares).

The magnitude and pattern of gene expression of selected transcripts are represented in Figure 4. The heat map comparing the two groups displayed relatively consistent alterations in gene expression between the two categories. 

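The scanner output holds 24 probes for the 13 marker genes, as many as Table 1 lists, with KPNA2 under the older name LOC480469 and 3 probes named through their description (NUF2, UBE2S and NUSAP1). Between the 12 samples classified as undifferentiated and the 39 classified as differentiated, limma called 21 of the 24 probes, and 21 when adjusted over the list alone. The paper chose these genes, and the classes, from these same arrays, so neither count is independent evidence. CENPP (chromosome 1, 101870633 to 101870692) was 10.43 ± 0.23 (log2, SD, n = 12) in undifferentiated and 8.95 ± 0.495 (SD, n = 38) in differentiated samples, a log2 fold change of 1.48 (standard error 0.148, limma adjusted p = 1.88e-10). Each of the 12 lay above each of the 38. The 3 probes of NUF2 on chromosome 38 rose by log2 fold changes of 2.14 to 2.79, and the 3 of CCNB2 on chromosome 30 by 2.47 to 2.64.

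All 3 GSN probes on chromosome 11 were lower, with log2 fold changes of -1.52 (standard error 0.295, limma adjusted p = 0.000209), -1.40 and -0.96, and the last was not called because its fold was under 2. For the same reason the FEN1 probe was not called, at a log2 fold change of 0.98 (standard error 0.109, limma adjusted p = 2.67e-09). The probe named CDCA8 (chromosome 15, 7819497 to 7819556) was 7.42 ± 0.43 (SD, n = 11) against 7.02 ± 0.64 (SD, n = 33), a log2 fold change of 0.40 that limma did not call (standard error 0.204, adjusted p = 0.208). NUSAP1 was well above background on 8 of the 12 and on 4 of the 39 arrays, so its log2 fold change of 1.54 is imprecise. In one of the 2 KPNA2 probes, T77 at 11.96 lay below the other unknown samples classified as undifferentiated, which were between 12.66 and 12.99.

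In the 33 unknown samples alone, 16 of the 24 probes were called, 17 when adjusted over the list alone, and the same 21 probes as in the reference samples were higher in the undifferentiated class. None of the GSN probes was called there, with adjusted p values of 0.0905 to 0.253 from limma. With slide as a random block, a fit chosen after seeing the data, 21 probes were called over the 51 samples and 16 over the 33.

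**Figure D4:**
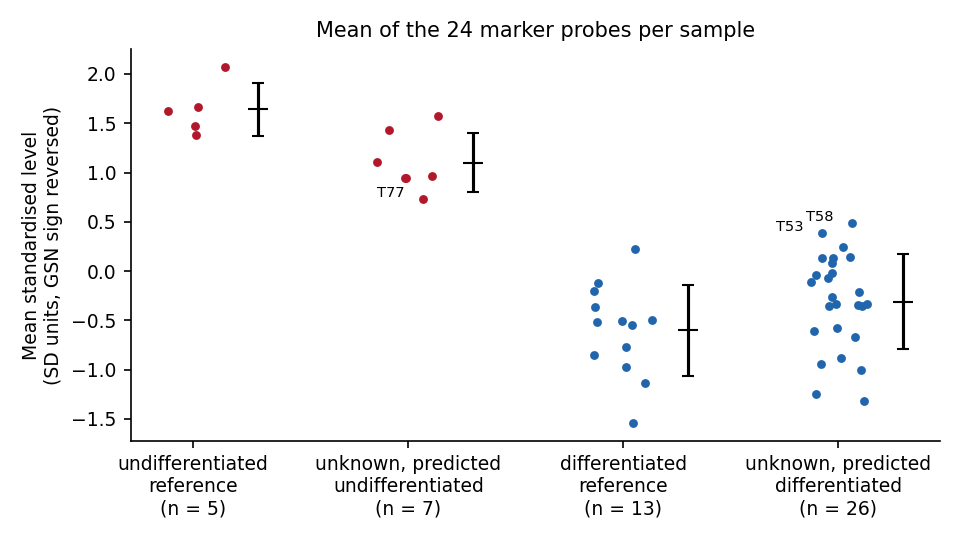
Mean standardised level of the 24 marker probes (vertical axis, SD units, GSN with its sign reversed) for each of the 51 samples, in 4 groups; each point is 1 sample, and the black bar with whiskers is the group's mean ± SD. The lowest sample of the undifferentiated class is T77 at 0.731, and the highest of the differentiated class are T58 at 0.484 and T53 at 0.382.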

The statistical approach (PCA of all 51 MCT samples restricted to gene expression data of the 13 selected genes) confirmed this result. In details, the first three components, accounting for 99.924% of the total variance, identified two groups. 

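Over the 51 samples, the 24 marker probes on the linear scale had 99.9% of their variance in the first 3 components. The share was 91.5% on log2 values and 86.9% with each probe scaled to unit variance, and 97.8% with the 3 GSN probes left out.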

The x-axis, explaining almost all the variance (99.746%), separated samples referable to the two identified categories (Figure 5).

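Component 1 of the marker probes held 95.7% of the variance on linear values, with a jackknife standard error of 1.44 percentage points, and components 2 and 3 held 3.93% and 0.223%. On the authors' normalized table component 1 held 98.7%. With the flagged spots kept, a setting chosen after seeing the data, it held 98.5%. On log2 values it held 85.2%, and with each probe scaled to unit variance 77.1%.

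On linear values, 7 of the 12 undifferentiated samples counted as inside the range of the differentiated ones on component 1. Of the 39 differentiated samples, 23 counted as inside the range of the undifferentiated ones. Again only the end towards a sample's own group was checked. With the flagged spots kept, or on the authors' normalized table, these numbers were 6 and 15. On log2 values and with unit variance, none of either group lay inside the range of the other. Without the GSN probes, 1 undifferentiated and 2 differentiated samples overlapped on the linear scale. Component 1 on linear values was made almost wholly by the brightest GSN probe (chromosome 11, 77295425 to 77295484), which held 93.7% of its squared loadings. That probe's mean intensity was 191700, against 33980 for the next brightest marker probe, and on 14 of the 51 arrays its spot was flagged and filled with the mean of the other arrays. The paper reads component 1 as the axis that parts the samples of its 2 categories.

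**Figure D5:**
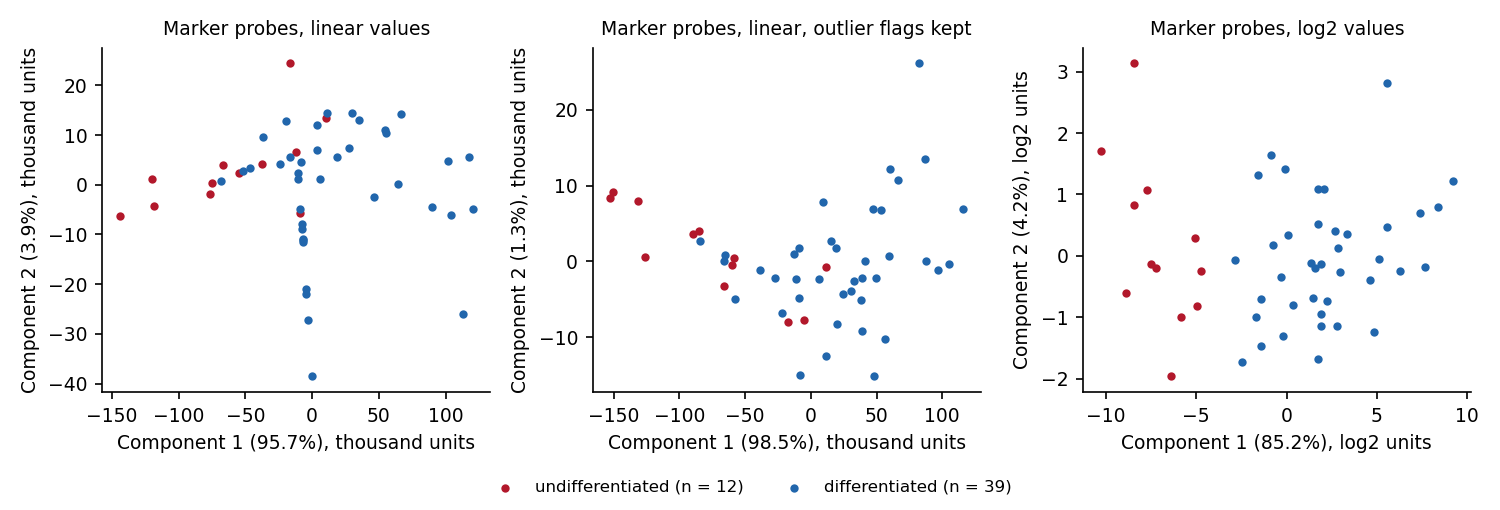
Scores of the 51 samples on component 1 (horizontal axis) and component 2 (vertical axis) of the 24 marker probes, on linear values, on linear values with flagged spots kept (added after seeing the data) and on log2 values; red points are the 12 undifferentiated and blue points the 39 differentiated samples, and each axis gives the share of variance. On log2 values no sample of one group lies inside the range of the other on component 1. On linear values 7 of the 12 undifferentiated samples count as inside, with only the end towards their own group checked.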

**Figure 4:**
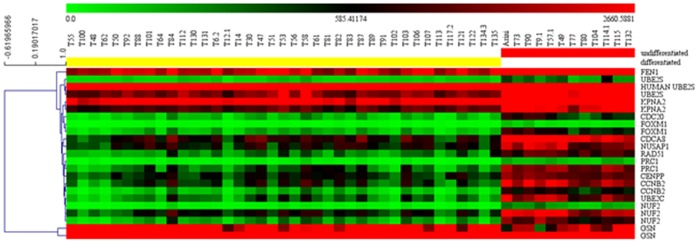
Gene expression profiling of marker genes in differentiated and undifferentiated MCT samples. Heat map and hierarchical clustering of all samples analyzed by DNA microarray using probes referable to the transcripts identified by class prediction analysis. Red indicates up-regulated and green down-regulated genes relative to the mean expression in all samples. For display purposes, samples in each class (differentiated and undifferentiated) were clustered separately and arranged from differentiated (left, yellow) to undifferentiated (right, red). Genes were hierarchically clustered separately based on the Pearson correlation coefficients and average linkage clustering. Units of the bar legend: absolute values.

**Figure 5:**
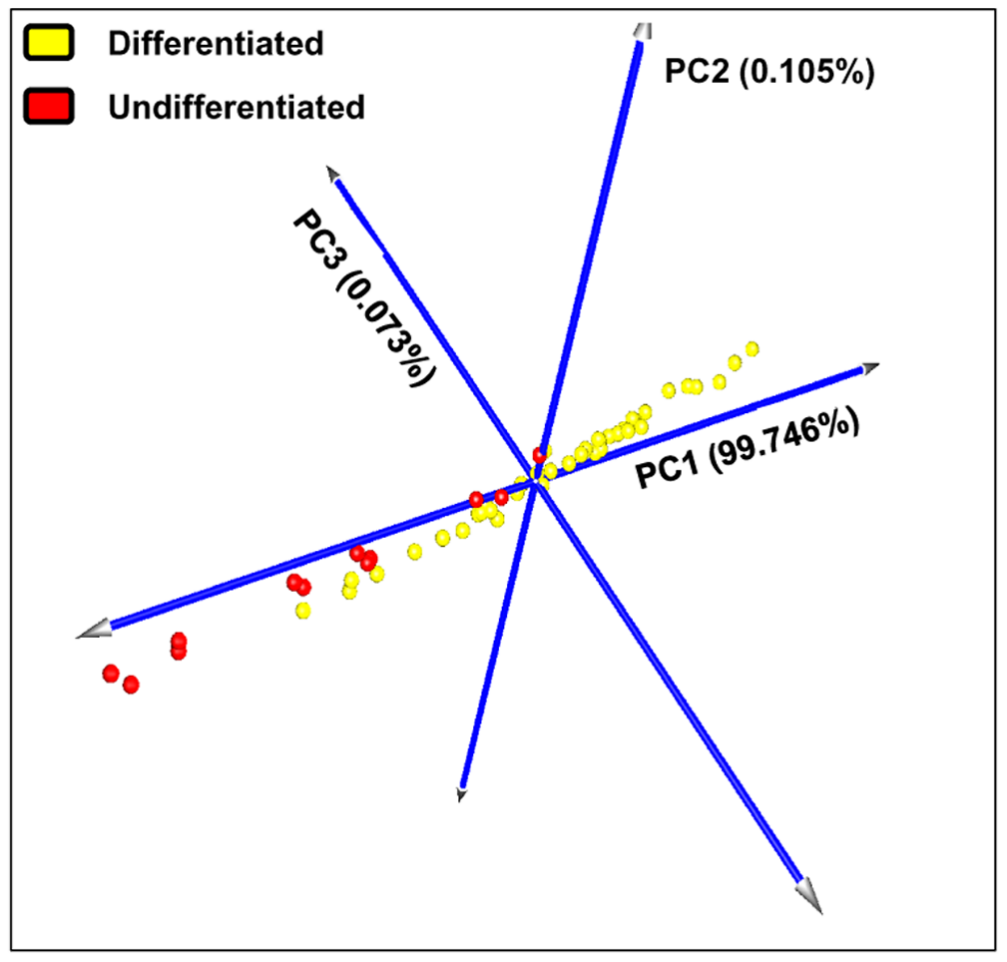
Principal component analysis of array-processed samples using marker gene data. Each colored sphere corresponds to an individual sample classified by PAM analysis (differentiated mast cell tumors are indicated in yellow, while undifferentiated ones in red). The value of each principal component is reported on the graph. The sum of the three principal components accounted to the 99.924% of the total variance.

### qPCR Analysis

The mRNA expression of the 13 target genes was finally evaluated by qPCR. A complete list of the thirteen selected target genes and the three ICGs (including sequences IDs used for primer design, primer pair sequences, probes and amplicon size) is presented in Table S5. Calibration curves revealed a PCR efficiency comprised in the range of acceptability (90–110%), an error value <0.2 and a dynamic range >9 cycles (except for centromere protein P (CENPP), characterized by a dynamic range of 6 cycles: Table S6). Table 3 showed the relative quantification values of each target gene in the 39 differentiated and 12 undifferentiated samples. Except for gelsolin (GSN), that was significantly down-regulated in undifferentiated group, all remaining target genes were significantly up-regulated (*p*<0.001) from about 2- up to 7-fold in undifferentiated MCTs. 

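Array fold changes were computed for each of the 13 genes as the ratio of the linear means of the 12 undifferentiated and 39 differentiated samples, averaged over the probes of the gene. Set against the paper's qPCR fold changes in Table 3, they gave a Spearman rho of 0.874 (permutation test, two-sided, 100000 permutations, p = 0.00032), with a jackknife standard error of 0.099. The log2 folds gave a Pearson r of 0.894 (permutation p = 0.00027). Both are correlations across genes, which are not independent replicates. Without the 2 genes farthest from the median qPCR fold, NUF2 and GSN, r was 0.678 and rho 0.791, a setting chosen after seeing the data. The other alternatives gave a rho between 0.808, with only the brightest probe of each gene, and 0.868, with folds of log2 means.

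NUSAP1 had a fold of 2.55 on the array, the same as the paper's qPCR fold, but its probe is too dim on most arrays for the array fold to be precise. The array fold was lower than the paper's qPCR fold for 3 genes, CDCA8 (1.23 against the paper's 2.76), NUF2 (5.18 against the paper's 7.08) and PRC1 (4.59 against the paper's 4.77). For GSN the array fold was 0.481 and the paper's 0.34. Among the other genes the array fold was higher, for example 4.73 against the paper's 3.88 for CCNB2 and 4.36 against the paper's 3.34 for CDC20. The CDCA8 value comes from the single probe of that name, and the paper does not state which probe it used.

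**Figure D6:**
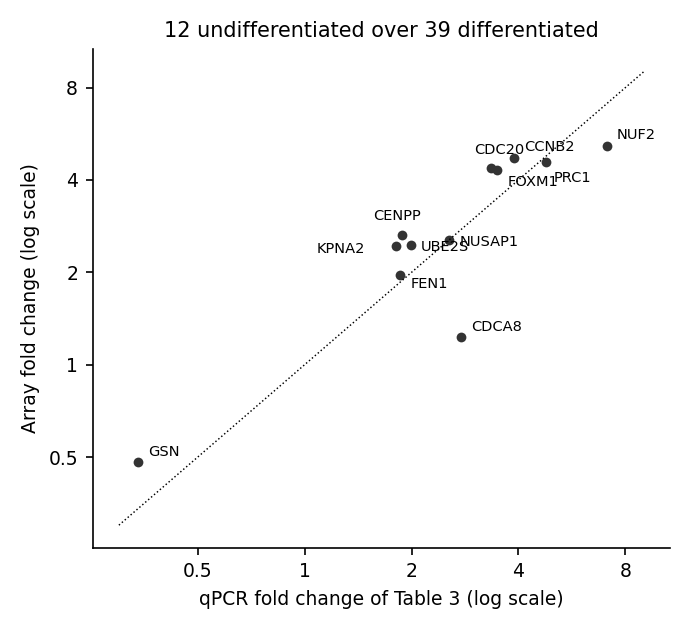
Array fold change (vertical axis, log scale) against the paper's qPCR fold change of Table 3 (horizontal axis, log scale) for 12 of the 13 marker genes, each point being 1 gene and the dotted line marking equal folds; both are the 12 undifferentiated over the 39 differentiated samples. CDCA8 lies farthest below the line, at 1.23 on the array and 2.76 in the paper's qPCR.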

Spearman correlation analysis between FC obtained through DNA microarray and qPCR analysis was statistically significant (Spearman r = 0.88, *p*<0.001).

**Table 3:** Target genes mRNA expression in differentiated and undifferentiated MCT samples.

Target genes	qPCR results (RQ values ± SD)			
	Differentiated MCTs (n = 39)	Undifferentiated MCTs (n = 12)	*p* value	FC
CCNB2	0.25±0.18	0.97±0.28	*p*<0.001	3.88
CDC20	1.84±1.22	6.15±2.93	*p*<0.001	3.34
CDCA8	0.41±0.21	1.13±0.38	*p*<0.001	2.76
CENPP	0.58±0.24	1.09±0.34	*p*<0.001	1.88
FEN1	0.70±0.18	1.30±0.59	*p*<0.001	1.86
FOXM1	0.49±0.20	1.71±1.25	*p*<0.001	3.49
GSN	5.80±2.39	1.99±1.20	*p*<0.001	0.34
KPNA2	0.43±0.10	0.78±0.27	*p*<0.001	1.81
NUF2	0.39±0.23	2.76±2.57	*p*<0.001	7.08
NUSAP1	0.29±0.09	0.74±0.36	*p*<0.001	2.55
PRC1	0.43±0.28	2.05±1.11	*p*<0.001	4.77
RAD51	0.22±0.10	0.73±0.20	*p*<0.001	3.32
UBE2S	0.74±0.19	1.47±0.63	*p*<0.001	1.99

Data are expressed in arbitrary units. FC: -fold change.

### Survival Analysis

The molecular classification into differentiated and undifferentiated MCTs was considered as stratification variable for a survival time analysis (Figure 6). Differentiated MCTs showed a survival probability of 94% after 12 months, stabilizing at 90% after 15 months. Undifferentiated MCTs survival probability stabilized at 50% after 13 months. The survival curves of differentiated and undifferentiated samples were significantly different (*p* = 0.0026).

**Figure 6:**
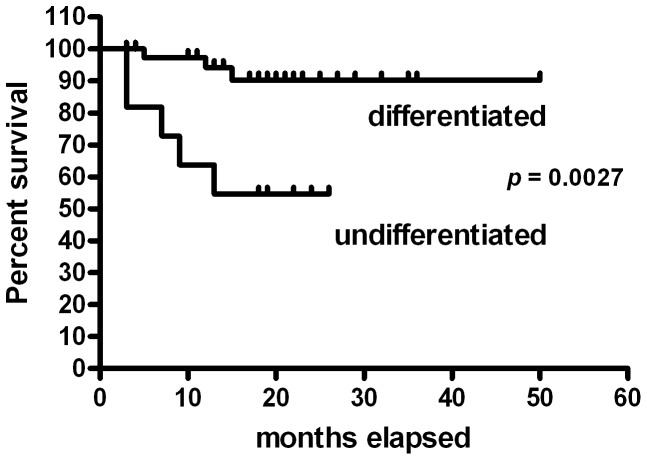
Survival curve of differentiated vs. undifferentiated mast cell tumors. Kaplan-Meyer survival plot stratified by molecular classification (differentiated and undifferentiated MCTs).

To understand whether the target gene modulation was associated with an increased incidence of MCT-related mortality, ROC curve analysis was performed for each target. A significant association with MCT-related mortality was evidenced for Forkhead box M1 (FOXM1), GSN, Flap structure specific endonuclease 1 (FEN1) and Karyopherin alpha 2 (KPNA2). Specifically, the area under the ROC curve (AUC) for FOXM1 gene showed a value of 0.79 (95% CI: 0.60–0.98), and this one estimated the test global performance. By using the cut-off of 0.5540 arbitrary units (AU, RQ value), test sensitivity and the specificity were 87.5% (95% CI, 47.35% –99.68%) and 62.79% (95% CI, 46.72% –77.02%), respectively. Overall, 1 out of 28 cases with FOXM1<0.5540 AU and 7 out of 23 cases with FOXM1>0.5540 AU died because of MCT. With a RQ value <0.5540 AU the survival probability stabilized at 94% after 15 months, whereas for a RQ value >0.5540 AU the survival probability was 67% after 13 months. The two survival curves significantly differed (*p* = 0.0092: Figure 7A). About GSN, the best cut-off value was 3.749 AU (AUC: 0.74; 95% CI, 0.53–0.96), with a sensitivity of 75.0% (95% CI, 34.91%–96.81%) and a specificity of 67.44% (95% CI, 51.46%–80.92%). On the whole, 2 out of 31 cases with GSN >3.749 AU and 6 out of 20 cases with GSN <3.749 AU died of MCT. With a RQ value >3.749 AU the survival probability stabilized at 92% after 15 months, while with a RQ value <3.749 AU the survival probability was 65% after 13 months. The two survival curves were significantly different (*p* = 0.0147: Figure 7B). The AUC value for FEN1 was 0.72 (95% CI, 0.51–0.93). By using a cut-off of 0.8155 AU, the test sensitivity and specificity were 75.0% (95% CI, 34.91% –96.81%) and 69.77% (95% CI, 53.87% –82.82%), respectively. Overall, 2 out of 33 cases with FEN1<0.8155 AU and 6 out of 18 cases with FEN1>0.8155 AU died because of MCT. The survival probability with RQ <0.8155 was 96% after 12 months and stabilized at 92% after 15 months, whereas with RQ >0.8155 was 68% after 9 months and stabilized at 61% after 13 months. The two survival curves significantly differed (*p* = 0.0037: Figure 7C). Finally, the best identified cut-off value for KPNA2 was 0.4823 AU (AUC: 0.82; 95% CI, 0.65–0.99), with sensitivity and specificity of 87.5% (95% CI, 47.35%–99.68%) and 69.77% (95% CI, 53.87%–82.82%), respectively. Overall, 1 out of 31 cases with KPNA2<0.4823 AU and 7 out of 20 cases with KPNA2>0.4823 AU died because of MCT. With a RQ value <0.4823 the survival probability stabilized at 97% after 5 months, while with a RQ value >0.4823 the survival probability was 60% after 15 months. Even in this case, the two survival curves were significantly different (*p* = 0.0024: Figure 7D).

**Figure 7:**
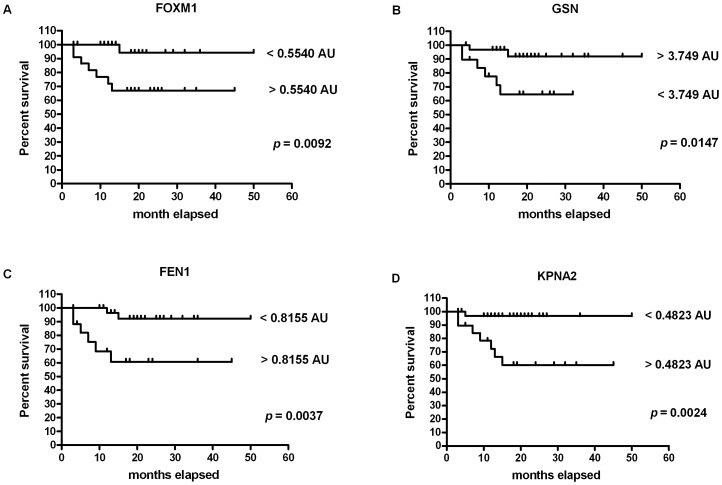
Survival curves for mortality due to mast cell tumor, stratified by marker gene mRNA expression cut point. (A) FOXM1. The cut-off chosen was 0.5540 AU (FOXM1<0.5540 AU: n = 28; FOXM1>0.5540 AU: n = 23). (B) GSN. The cut-off chosen was 3.749 AU (GSN >3.749: n = 31; GSN <3.749 AU: n = 20). (C) FEN1. The cut-off chosen was 0.8155 AU (FEN1<0.8155 AU: n = 33; FEN1>0.8155 AU: n = 18). (D) KPNA2. The cut-off chosen was 0.4823 AU (KPNA2<0.4823 AU: n = 31; KPNA2>0.4823 AU: n = 20).

### qPCR Confirmatory Analysis

The potential use of a simplified gene expression profile that could be translated into a diagnostic platform to rapidly and accurately distinguish between differentiated and undifferentiated MCTs was finally evaluated. This step of validation consisted in the evaluation of the gene expression profiling of the 13 selected transcripts, by using a qPCR approach, in an independent cohort of 22 MCT samples. This step permitted to verify their utility to provide a molecular classification being independent from classical histological grading. Tumor samples were graded by pathologists who were unaware of the molecular results. Follow up data were also collected for each case.

Data collected from qPCR analysis were analyzed by using the MultiD-Genex software. Clustering and PCA results are reported in Figure 8A–B. In PCA, the first two principal components accounted for 71.32% of the total variance. Both analyses showed the separation of samples into two main groups named Group 1 and 2, referable to differentiated and undifferentiated MCTs, respectively. Particularly, if we consider the histological grading, Group 1 (differentiated, n = 14) consisted of 7 Patnaik-G1 and G2 or 14 Kiupel L cases while Group 2 (undifferentiated, n = 8) consisted of 2 Patnaik-G1, 4 G2, 2 G3 or 5 Kiupel L and 3 H MCTs. By considering the outcome (dogs dead for MCT are indicated in red), in Group 2 50% of cases died for MCT, while in Group 1 only one case died during the follow up for MCT-unrelated causes; therefore it was not considered in the survival analysis (Figure 8C). The comparison of the two survival curves yielded a statistically significant difference (*p* = 0.0018); the survival probability of Group 2 stabilized at 38% after 5 months.

**Figure 8:**
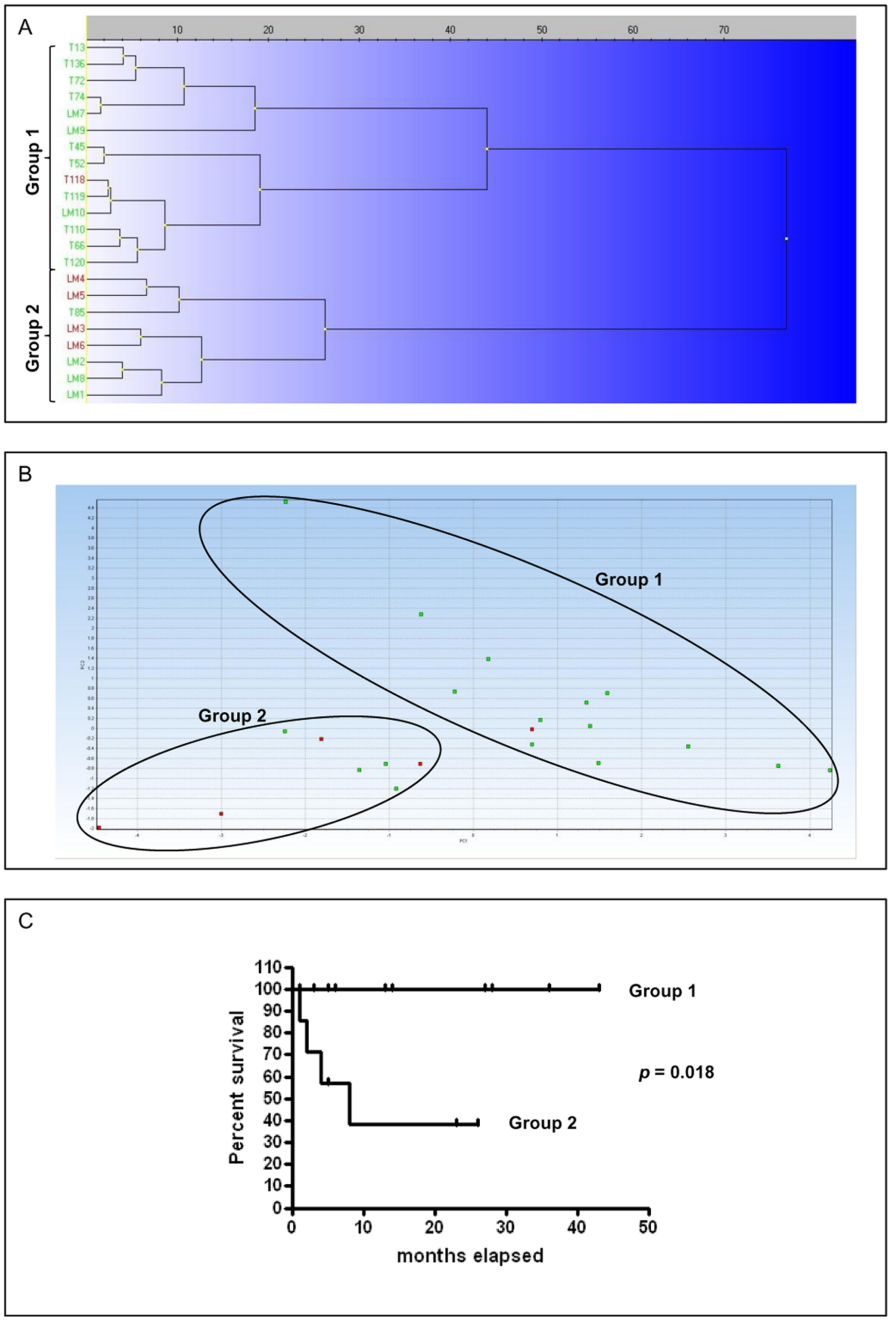
qPCR confirmatory analysis. Marker genes identified by class prediction analysis were amplified in an independent cohort of 22 mast cell tumors in order to comprehend their utility for mast cell tumor classification. Clustering analysis and PCA of gene expression data were performed using MultiD-Genex software for qPCR data, using the following settings: mean center scaling, Ward’s algorithm and Manhattan distance. (A) Clustering tree and (B) principal component analysis of independent mast cell tumor samples. Cases characterized by MCT-related death are indicated in red. The two groups identified are named group 1 and 2 (differentiated and undifferentiated MCTs, respectively). (C) Kaplan-Meyer survival plot stratified by molecular classification (group 1 and 2).

## Discussion

The transcriptome of canine mammary tumor, hemangiosarcoma, osteosarcoma, lymphoma, urinary bladder cancer, histiocytic sarcoma and melanoma has been recently characterized by using a DNA microarray approach [3], [4], [5], [6], [7], [8], [9], [10], [11], [12], [13], [14], [15].

To the best of authors’ knowledge, with the exception of a recent study comparing the proteome of 5 Kiupel L and 5 H MCTs [29], this is the first report focusing on the molecular characterization of canine MCT. Its importance in veterinary medicine is due not only to the high tumor frequency, but also to the highly variable biological behavior, often difficult to be predicted [16], [30].

In this scenario, we analyzed the transcriptome of 51 canine primary cutaneous MCTs aiming at identifying a gene signature of MCT aggressiveness and predicting *a priori* its biological behavior. The primary objective of this study was to provide a basis for the development of a simple diagnostic platform that could rapidly and accurately distinguish between differentiated and undifferentiated MCTs and support the histological grading, whose prognostic value is still questionable. Such a tool might be of great value to diagnose and treat MCT. Additionally, pet owners would greatly benefit from a more accurate survival time expectance when weighing their dog’s quality of life and their own monetary obligations in treatment decisions. Finally, the analysis of gene signature may allow the elucidation of either a single gene or a gene network that may be manipulated for treatment purposes.

To this aim, we performed preliminary HCL and PCA investigations by using the whole dataset (all informative genes) obtained by microarray analysis, but the extreme variability observed among the 51 samples tested did not permit to clearly separate samples into well-defined groups. Indeed, the sum of the first 2 principal components accounted for less than 30% of the total variance (data not shown). Thus, to define a reduced transcriptional profile permitting a better category assignment, we decided to use differentially expressed genes among the categories assigned by histological grading. Accordingly, the transcriptome was compared among Patnaik-G1, G2 and G3 MCTs and between Kiupel L and H MCTs by using SAM tool. 

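For all 43603 probes on the log2 scale, component 1 held 23.5% and component 2 held 8.48% of the variance among the 51 samples, 31.9% together with a jackknife standard error of 2.13 percentage points. The sum was 25.7% on linear values, 27.2% on the authors' normalized table and 35.0% with only the 33699 probes well above background on at least 5 arrays. On component 1, 11 of the 12 samples later classified as undifferentiated did not lie past the other 39 at the end towards their own group. On component 2, only 3 undifferentiated and 3 differentiated samples did not lie past the other group at that end. Samples past the opposite end may be among those counted. The paper names the variability among samples as the reason why it turned to genes that differ between histological grades, and, when these did not part the samples either, to reference samples.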

In the first case, no differentially expressed genes were observed, due either to the high variability among samples or the imprecise/subjective grading. In the second case, a set of differentially expressed genes was observed, but the resulting PCA evidenced two partially overlapped categories (data not shown). The failure of these approaches prompted us to use an alternative approach, consisting in the choice of known reference samples to be used in class prediction analysis.

The choice of MCT cases to be used as known samples was based on histological criteria (2-tier histologic grading system and mitotic index) that permitted to obtain a 100% concordance among all pathologists. Statistical analysis of microarray data supported the choice and confirmed that reference samples belonged to two distinct categories.

Pathways analysis of DEGs revealed that cell cycle, DNA replication, nucleotide excision repair, p53 signaling pathway and pyrimidine metabolism were among the pathways deregulated in undifferentiated MCTs compared to well differentiated MCTs. In particular, our data highlights pathways that are important in rate of proliferation, malignant transformation, response to DNA damage and nucleotide metabolism. An altered expression of genes within these functional categories has been previously reported in the literature for other solid tumors, and these genes properly characterized the tumor when compared to its normal counterparts [3], [7]. In addition, the cell-cycle signature has been described to be useful to stratify canine and human osteosarcomas according to their biological behavior *in vivo* [10].

The class prediction analysis identified a set of 13 transcripts involved in malignant transformation that were able to accurately separate MCT samples into differentiated and undifferentiated ones. This panel of genes did not match with the proteins recently identified by using a proteomic approach. In this latter study, 5 Kiupel L and 5 H MCTs were compared, and in H MCTs a modulation of four stress response proteins (HSPA9, PDIA3, TCP1A and TCP1E) as well as of proteins mostly associated with cell motility and metastasis (WDR1, ACTR3, ANXA6, ANXA2, ACTB and transferrin) was observed [29]. Conversely, most genes here identified are coordinately regulated during mitosis [31], [32] and/or are part of the DNA damage checkpoint. Cell cycle pathway is in fact often deregulated in cancer during malignant transformation, and the increased DNA repair gene expression is most likely a consequence of increased DNA replication. As an example, pathways as cell cycle checkpoint, mitosis, spindle cell genes and DNA repair were found to be commonly up-regulated in canine mammary tumor and human breast cancer [5]. Most of the genes here identified for their over-expression in undifferentiated MCTs are involved in cell cycle and are described below.

Cyclin B2 (CCNB2) has a function at the transition from G2 to mitosis. Experimental evidence suggested that CCNB2 promoter activity is down-regulated by tumor suppressor p53 gene [33] and it may function as an oncogene [34]. An over-expression of this gene has been previously observed in human cervical cancer, invasive breast carcinoma, human astrocytoma, human pituitary adenoma, and canine osteosarcoma [31], [34], [35], [36], [10]; in addition, the relative expression of serum circulating CCNB2 mRNA in human cancer patients was significantly higher than in normal controls and benign disease group, and significantly correlated with cancer stage and metastasis status. Thus, it may have potential clinical applications in screening and monitoring of metastasis and therapeutic treatments [37].

The Forkhead box M1 (FOXM1) is an oncogenic transcription factor of the Forkhead family, whose expression is excluded in quiescent or differentiated cells, but highly elevated in proliferating and malignant cells [38]. FOXM1 is over-expressed in a variety of human tumors and plays a critical role in cancer development and progression [38].

Cell division cycle 20 homolog (CDC20) promotes spindle assembly checkpoint-mediated mitotic arrest through the mitotic checkpoint complex, induces apoptosis through degradation of anti-apoptotic proteins and triggers mitotic exit through CCNB degradation [39]. Recent studies have shown that CDC20 may function as an oncoprotein, promoting the development and progression of human cancers [40]. Results here obtained are in accordance with human literature, where an up-regulation of this gene was observed in cervical cancer, primary non-small cell lung cancer, pancreatic ductal adenocarcinoma, urothelial bladder cancer and colorectal cancer, too [31], [41], [42], [43], [44]; therefore, it may serve as a potential prognostic biomarker, as already described in human oncology.

Cell division cycle associated protein 8 (CDCA8) is a component of the chromosomal passenger complex (CPC), a complex that acts as a key regulator of mitosis. The CPC complex has essential functions at the centromere in ensuring correct chromosome alignment and segregation and is required for chromatin-induced microtubule stabilization and spindle assembly. It exhibited frequent and robust up-regulation in cervical cancer and chemoresistant ovarian cancer [45], [46].

NUF2 (NDC80 kinetochore complex component, homolog) or CDCA1 (cell division cycle associated protein 1) is another component of the essential kinetochore-associated NDC80 complex, which is required for chromosome segregation and spindle checkpoint activity during mitosis. An over-expression of this transcript has been previously observed in colorectal and gastric cancers, as well as in serous adenocarcinomas [47], [48]. The silencing of this gene through RNA interference leads to increased apoptosis [48], and suggests that its expressional control could be utilized for molecular target therapy in patients affected by colorectal and gastric carcinoma [47].

Nucleolar and spindle-associated protein 1 (NUSAP1) plays a role in spindle microtubule organization. An over-expression of this gene has been reported in cervical cancer, grade III versus grade I meningioma, in recurrent prostate cancer after radical prostatectomy and breast cancer [31], [49], [50], [51]. It has been also suggested as an early molecular marker of ductal carcinoma in situ and invasive carcinoma [51] and as a prognostic factor in metastatic melanoma where it is negatively associated with survival [52].

Protein Regulator of Cytokinesis 1 (PRC1) is present at high levels during the S and G2/M phases of mitosis but its levels drop dramatically when the cell exits mitosis and enters the G1 phase. Further than its role in human cervical cancer [31], it has been recognized as a therapeutic gene for its cancer-specific over-expression in breast cancer cell lines and patient tissues [53].

Centromere protein P (CENPP) is a novel centromere protein that has an important role during interphase of cell cycle and it is required for proper kinetochore function and mitotic progression [55]. An overexpression of centromere proteins has been observed in various types of human cancers and was significantly correlated with tumor grade and survival [54], [55], [56], [57], [58].

Ubiquitin-conjugating enzyme E2S (UBE2S) gene encodes a member of the ubiquitin-conjugating enzyme family that works with the anaphase-promoting complex ubiquitin ligase ubiquitylating protein substrates whose degradation regulates progress through mitosis [59]. In a recent work in breast cancer [60] authors identified, through weighted gene co-expression network analysis, a cluster of proliferation-related genes including UBE2S that, when up-regulated, were correlated to increased tumor grade and were associated with poor survival.

The last gene belonging to mitosis pathway, namely GSN, was the only gene down-regulated in undifferentiated MCTs. It has been reported to be an onco-suppressor participating in the regulation of the apoptotic process and interacting with p53 [61]. Its over-expression causes cell cycle arrest or delay at the G2/M phase of the cell cycle and inhibition of tumor growth, as demonstrated in an orthotopic bladder cancer nude mouse model [62]. GSN is down-regulated in human breast cancer tissues compared to controls and its transcript level is linked with metastasis development and death [63]. Furthermore, GSN has been proposed as serum biomarker and potential target for gene therapy in human osteosarcoma [64].

Other two potential markers, Flap endonuclease 1 (FEN1) and RAD51 are involved in DNA repair pathway. FEN1 is a structure-specific endonuclease best known for its critical roles in Okazaki fragment maturation, DNA repair and apoptosis-induced DNA fragmentation [65]. It plays an essential role in maintaining genomic stability and preventing tumorigenesis, thus acting as a tumor suppressor [66]. FEN1 is significantly up-regulated in multiple human cancers and its aberrant expression in tumor cells is associated with hypomethylation of the CpG islands within the FEN1 promoter [67].

RAD51 protein plays a key role in homologous recombination. It has been shown to be up-regulated in many human cancers, especially higher grade, chemoresistant and radioresistant tumors [68]. Expression is tightly regulated in normal cells, with dysregulation leading to genomic instability and possibly contributing to oncogenesis [68]. RAD51 mRNA amount was increased in laser-microdissected mammary simple carcinomas when compared to adenomas or non neoplastic mammary gland of the same dog, indicating a genomic instability in RAD51-expressing cells in carcinomas [69], [70].

Finally, Karyopherin α 2 (KPNA2) has recently emerged as a potential biomarker in multiple human cancer forms [71]. Owing to its role in nucleocytoplasmic transport, where it mediates the translocation of a multitude of proteins, KPNA2 is involved in many cellular processes [72]. The aberrant high levels observed in human cancer tissue (i.e., gastric adenocarcinoma and epithelial ovarian cancer) have been associated with poor prognosis, prompting the idea that KPNA2 plays a role in carcinogenesis [73], [74]. Studies in cancer cells demonstrated that KPNA2 deregulation affects malignant transformation, thus it was considered a potentially relevant therapeutic target [72].

Molecular pathology, a scientific approach defining cancer subtypes based on the underlying molecular footprints, has led to the discovery of subtypes in several different tumors. Nevertheless, it has been demonstrated that this approach works at its best when cancer subtypes based on genetic profiles are already known: whenever the different subtypes of the same cancer and the number of patients belonging to each of them are known, then a statistical model could be built to associate a specific gene expression profiling, typical of a subtype of cancer, to an individual patient [75]. In the present study, the approach of using well known histological categories did not produce useful results; thus, an alternative approach consisting of a predictive analysis was used. Alternative statistical methods to identify subtypes exist, but they can generate classifications that lack clinical relevance [75]. Nevertheless, in the present work we were able to separate MCTs in two molecular subtypes that did not perfectly match with Patnaik-G1, G2, G3 or Kiupel L and H grades, defined by conventional histological grading. Conversely, they referred to differentiated and undifferentiated MCTs, whose prognosis was largely documented in the literature [76] and here confirmed by survival analysis.

Meanwhile, presented results confirmed the usefulness of a transcriptomic approach in the definition of a signature that could segregate molecular subtypes of the same tumor with different survival probabilities [3], [10], [77]. Thus, the molecular classification coupled with the histological grading, universally recognized as a reference for MCT prognosis prediction but still presenting some gaps (i.e., Patnaik-G2 MCT), might permit a better characterization of the biologic behavior of the tumor.

As genome-wide gene expression profiling is cost-prohibitive and impractical, we selected 13 simple qPCR assays to stratify MCTs into differentiated and undifferentiated cases. The reliability of the gene set was tested, by means of a qPCR approach, upon a separate cohort of MCT samples for which a complete follow up was available. Even in this case, we observed a statistical significant association between molecular classification and survival time, confirming the potential usefulness of these results to develop a rapid and relatively cheap benchtop diagnostic test based on the expression of 13 genes that can classify canine MCTs into one of these 2 subgroups, and enabling a direct clinical application of our results. Worth mentioning, in veterinary medicine a benchtop diagnostic test composed of 4 genes has been previously proposed for canine lymphoma [11].

As a whole, this study allowed us to fill a gap in the tumor understanding and it contributed to the uncertainty about the relevance and utility of morphological classification systems. In addition, the transcripts here identified not only may predict prognosis (relative quantification values were significantly associated with poor survival), but may also be selected as future targets for therapy (gene therapy or chemotherapy), as previously reported in various human cancers [37], [47], [53], [64], [72].

In the future, a study population with a larger sample set of tumors might provide a more robust basis to confirm and refine segregation between differentiated and undifferentiated MCTs.

## Conclusions

In conclusion, the transcriptome of canine cutaneous MCT was characterized for the first time by using a DNA microarray approach. Data obtained allowed the identification of a signature of aggressiveness in canine MCT; particularly, a set of 13 potential biomarkers identified through a class prediction analysis segregated MCT samples into two distinct molecular categories, namely differentiated and undifferentiated MCTs. The molecular classification into differentiated and undifferentiated MCTs as well as the mRNA expression of FOXM1, GSN, FEN1 and KPNA2 were significantly associated with survival. The prognostic value of the molecular classification was also confirmed in a separate cohort of MCT cases, for which an accurate follow up was available. Thus, this set of genes could be useful to develop a benchtop diagnostic test that could support canine MCT histological grading and consequently having prognostic relevance. Finally, analysis of gene signature allowed elucidation of single genes or genetic pathways (mitosis and DNA repair), which could be considered for future diagnostic and treatment purposes as already performed in human oncology.

## Supporting Information

Table S1 Demographic characteristics of complete cohort of 73 dogs with cutaneous mast cell tumor and restricted groups (n = 51 and n = 22) analyzed by gene expression profiling (GEP cohort) and quantitative Real Time PCR confirmatory analysis (dogs not on array), respectively. The table describes the characteristics (sex, age, breed, histological classification and survival data) of the 73 dogs selected for the study, including the 2 population subsets (gene expression profiling cohort and dogs not on array).
(DOCX) Click here for additional data file.

Table S2 Histological grading and mitotic index of reference samples (differentiated and undifferentiated) used in the class prediction analysis. The table describes the list of reference differentiated and undifferentiated mast cell tumor samples used for class prediction analysis and the corresponding Patnaik and Kiupel histological grading and mitotic index.
(DOCX) Click here for additional data file.

Table S3 Down-regulated genes (n = 147) in undifferentiated reference samples and corresponding –fold changes (FC). The table describes the list of the entire set of down-regulated genes (n = 147) obtained through the comparison of differentiated and undifferentiated reference samples transcriptome. The –fold change for each probe is also reported.
(DOCX) Click here for additional data file.

Table S4 Up-regulated genes (n = 450) in undifferentiated reference samples and corresponding –fold changes (FC). The table describes the list of the entire set of up-regulated genes (n = 450), obtained through the comparison of differentiated and undifferentiated reference samples transcriptome. The –fold change for each probe is also reported.
(DOCX) Click here for additional data file.

Table S5 List of selected genes: Ensembl Genome Browser sequence ID, primer sequences, UPL probe and amplicon size. The table defines target and internal control genes selected for qPCR analysis and all the information about qPCR assay design: transcript Ensembl Genome Browser ID, primer sequences, UPL probe and amplicon size.
(DOCX) Click here for additional data file.

Table S6 qPCR assay parameters: primer concentration, efficiency, error value and dynamic range. The table defines the main features of qPCR assays obtained during their setting up. In particular primer concentration and efficiency, error value and dynamic range are reported.
(DOCX) Click here for additional data file.

# Supplementary material for: Global Gene Expression Analysis of Canine Cutaneous Mast Cell Tumor: Could Molecular Profiling Be Useful for Subtype Classification and Prognostication?
**Source:** PLoS One. 2014 Apr 18;9(4):e95481. doi: 10.1371/journal.pone.0095481
**Supplement:** Table S1 — Demographic characteristics of complete cohort of 73 dogs with cutaneous mast cell tumor and restricted groups (n = 51 and n = 22) analyzed by gene expression profiling (GEP cohort) and quantitative Real Time PCR confirmatory analysis (dogs not on array), respectively. The table describes the characteristics (sex, age, breed, histological classification and survival data) of the 73 dogs selected for the study, including the 2 population subsets (gene expression profiling cohort and dogs not on array).

**Table S1.** Demographic characteristics of complete cohort of 73 dogs with cutaneous mast cell tumor and restricted groups (n = 51 and n = 22) analyzed by gene expression profiling (GEP cohort) and quantitative Real Time PCR confirmatory analysis (dogs not on array), respectively.

|  | Complete cohort  (n = 73)  Number (%) | GEP cohort  (n = 51)  Number (%) | Dogs not on array  (n = 22)  Number (%) |
| --- | --- | --- | --- |
| **SEX** |  |  |  |
| Male | 24 (32.9) | 19 (37.3) | 5 (22.7) |
| Female | 46 (63.0) | 30 (58.8) | 16 (72.7) |
| Data not available | 3 (4.1) | 2 (3.9) | 1 (4.6) |
| **AGE** |  |  |  |
| Mean age at diagnosis (yy) ± SD | 8.1 ± 2.8 | 8.6 ± 2.7 | 7.0 ± 2.6 |
| Range (yy) | 2 - 14 | 3 - 14 | 2 - 12 |
| Data not available | 2 (2.7) | 1 (2.0) | 1 (4.6) |
| **BREED** |  |  |  |
| Pure breed* | 49 (67.1) | 36 (70.6) | 13 (59.1) |
| Cross-bred | 23 (31.5) | 14 (27.5) | 9 (40.9) |
| Data not available | 1 (1.4) | 1 (1.9) | 0 (0.0) |
| **HISTOLOGICAL CLASSIFICATION** |  |  |  |
| Patnaik | G1 (32, 43.8)  G2 (35, 48.0)  G3 (6, 8.2) | G1 (23, 45.1)  G2 (24, 47.1)  G3 (4, 7.8) | G1 (9, 40.9)  G2 (11, 50.0)  G3 (2, 9.1) |
| Kiupel | L (63, 86.3)  H (10, 13.7) | L (44, 86.3)  H (7, 13.7) | L (19, 86.4)  H (3, 13.6) |
| **SURVIVAL DATA** |  |  |  |
| Median survival time (months) | 17 | 18 | 13 |
| Alive | 50 (68.5) | 34 (66.6) | 16 (72.7) |
| Dead for mast cell tumor | 13 (17.8) | 8 (15.7) | 5 (22.7) |
| Dead for MCT unrelated causes | 6 (8.2) | 6 (11.8) | 0 (0.00) |
| Outcome lost | 4 (5.5) | 3 (5.9) | 1 (4.6) |

* Labrador Retriever (15), Boxer (11), Golden Retriever (4), English Setter (2), Dachshund (2), Cocker Spaniel (2), Dogo Argentino (2), American Staffordshire Terrier (1), Boston Terrier (1), Bouvier des Flandres (1), Cane Corso (1), Chihuahua (1), Dalmatian (1), Dogue de Bordeaux (1), Pit bull (1), Shi Tzu (1), Shar-pei (1), and Rottweiler (1).

# Supplementary material for: Global Gene Expression Analysis of Canine Cutaneous Mast Cell Tumor: Could Molecular Profiling Be Useful for Subtype Classification and Prognostication?
**Source:** PLoS One. 2014 Apr 18;9(4):e95481. doi: 10.1371/journal.pone.0095481
**Supplement:** Table S2 — Histological grading and mitotic index of reference samples (differentiated and undifferentiated) used in the class prediction analysis. The table describes the list of reference differentiated and undifferentiated mast cell tumor samples used for class prediction analysis and the corresponding Patnaik and Kiupel histological grading and mitotic index.

**Table S2.** Histological grading and mitotic index of reference samples (differentiated and undifferentiated) used in the class prediction analysis.

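Table S2 gives, for each reference sample, the grade in both histological systems and the mitotic index, which counts dividing cells in a fixed number of microscope fields. The samples of this table are the only ones that entered the comparison of reference samples and the training of the class prediction. The sizes of the groups, 5 undifferentiated against 13 differentiated, allow 8568 divisions of the 18 arrays. With each of the 18 samples left out in turn, the up-regulated probes numbered between 299 and 620 and the down-regulated ones between 221 and 531, the lowest counts both without LM0.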

| **DIFFERENTIATED SAMPLES** | | | |
| --- | --- | --- | --- |
| ID sample | Patnaik  Histological classification | Kiupel  Histological classification | Mitotic  index |
| T48 | G2 | L | 0 |
| T50 | G1 | L | 0 |
| T55 | G2 | L | 0 |
| T62 | G1 | L | 0 |
| T64 | G2 | L | 0 |
| T84 | G2 | L | 1 |
| T88 | G1 | L | 0 |
| T92 | G1 | L | 0 |
| T100 | G2 | L | 0 |
| T101 | G1 | L | 0 |
| T112 | G1 | L | 0 |
| T130 | G2 | L | 3 |
| T131 | G2 | L | 5 |
| **UNDIFFERENTIATED SAMPLES** | | | |
| T9 | G2 | H | 10 |
| T57 | G2 | H | 8 |
| T73 | G3 | H | 15 |
| T90 | G3 | H | 45 |
| ARINI | G3 | H | > 7 |

# Supplementary material for: Global Gene Expression Analysis of Canine Cutaneous Mast Cell Tumor: Could Molecular Profiling Be Useful for Subtype Classification and Prognostication?
**Source:** PLoS One. 2014 Apr 18;9(4):e95481. doi: 10.1371/journal.pone.0095481
**Supplement:** Table S3 — Down-regulated genes (n = 147) in undifferentiated reference samples and corresponding –fold changes (FC). The table describes the list of the entire set of down-regulated genes (n = 147) obtained through the comparison of differentiated and undifferentiated reference samples transcriptome. The –fold change for each probe is also reported.

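A fold in Table S3 is the mean linear intensity of the 5 undifferentiated samples divided by that of the 13 differentiated ones, so values under 1 are decreases. The smallest fold is the paper's 0.051 for TC62226, a transcript known only by a sequence cluster (probe at chromosome X, 55086015 to 55086074). Its log2 level here was 5.97 ± 0.49 (SD, n = 5) against 10.04 ± 1.20 (SD, n = 13), a log2 fold change of -4.08 (standard error 0.538, limma adjusted p = 0.000249). TC49663 on chromosome 38, with the paper's fold of 0.129, had a log2 fold change of -3.19 (standard error 0.467, limma adjusted p = 0.000685). SEPP1 on chromosome 4, for which the paper gives folds of 0.128, 0.167 and 0.181, has 3 probes, all called lower, with log2 fold changes of -2.88, -2.48 and -2.38.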

**Table S3.** Down-regulated genes (n = 147) in undifferentiated reference samples and corresponding –fold changes (FC).

| **DOWN-REGULATED GENES (n = 147)** | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Transcript** | **FC** | **Transcript** | **FC** | **Transcript** | **FC** | **Transcript** | **FC** | **Transcript** | **FC** |
| TC53524 | 0.247 | A_11_P112391 | 0.400 | RIN2 | 0.428 | JAM2 | 0.296 | TC74122 | 0.172 |
| GSN | 0.342 | CNRIP1 | 0.177 | DN372747 | 0.423 | CO635051 | 0.360 | TC49690 | 0.263 |
| DN392973 | 0.483 | TC64189 | 0.354 | DN429088 | 0.363 | CF410229 | 0.432 | JAZF1 | 0.310 |
| CD99 | 0.292 | SNX33 | 0.326 | CO686371 | 0.433 | CRIP1 | 0.399 | CRIM1 | 0.441 |
| TC68428 | 0.348 | C1S | 0.199 | DN434984 | 0.341 | CO714279 | 0.368 | ADAMTSL3 | 0.341 |
| TC58832 | 0.208 | SEPP1 | 0.128 | CAMK1D | 0.476 | JAM2 | 0.374 | FRMD3 | 0.251 |
| IL34 | 0.323 | LOC612378 | 0.246 | TC76052 | 0.315 | TC78163 | 0.472 | TC60391 | 0.369 |
| ENSCAFT00000002285 | 0.395 | DDB2 | 0.467 | LOC484172 | 0.334 | ARSA | 0.475 | TWIST | 0.370 |
| JAZF1 | 0.202 | JAZF1 | 0.261 | TC58991 | 0.476 | TC52084 | 0.397 | PEPD | 0.319 |
| TC61190 | 0.478 | ABLIM1 | 0.428 | DN378832 | 0.274 | TC70360 | 0.276 | ABHD14B | 0.437 |
| GSN | 0.214 | LOC478170 | 0.283 | TC76786 | 0.290 | MAML2 | 0.423 | DN873785 | 0.185 |
| DN875961 | 0.297 | LIPA | 0.363 | CX011584 | 0.249 | LDHD | 0.431 | MAPK8IP1 | 0.420 |
| TC68256 | 0.373 | TC57014 | 0.309 | TC56539 | 0.227 | DQ195096 | 0.422 | C1S | 0.193 |
| CALHM2 | 0.400 | A_11_P064056 | 0.228 | TC52265 | 0.307 | GDA | 0.160 | DN379483 | 0.156 |
| LOC476059 | 0.364 | DN372734 | 0.141 | MXRA5 | 0.362 | CF410772 | 0.196 | TC67881 | 0.251 |
| GSN | 0.193 | LOC611318 | 0.321 | TC49663 | 0.129 | LOC475615 | 0.392 | BU744762 | 0.342 |
| TC51073 | 0.469 | JAM2 | 0.273 | TC61253 | 0.282 | TC60490 | 0.453 | BAIAP2 | 0.424 |
| A_11_P097126 | 0.454 | JAM2 | 0.276 | MYO1E | 0.466 | TC62629 | 0.457 | TC50470 | 0.223 |
| LOC476059 | 0.348 | JAM2 | 0.287 | ABLIM1 | 0.454 | TC57285 | 0.170 | TSPAN13 | 0.367 |
| SEPP1 | 0.167 | SNX9 | 0.464 | LOC480601 | 0.488 | TC63276 | 0.289 | SBF2 | 0.458 |
| CALHM2 | 0.437 | A_11_P092121 | 0.377 | TGFBR3 | 0.286 | MYO1E | 0.496 | DN747503 | 0.233 |
| TSPAN13 | 0.341 | TC53007 | 0.430 | ALDH3B1 | 0.383 | TC62226 | 0.051 | SERPINB8 | 0.416 |
| LOC489163 | 0.248 | TXNIP | 0.437 | C3 | 0.170 | TC47656 | 0.326 | TIMP3 | 0.185 |
| LOC611318 | 0.442 | ABLIM1 | 0.437 | TXNIP | 0.447 | TC68529 | 0.297 | ITIH5 | 0.231 |
| GHR | 0.226 | TC54889 | 0.369 | ADD3 | 0.465 | TC69012 | 0.366 | CO630369 | 0.416 |
| LOC607548 | 0.468 | LIPA | 0.363 | TC73621 | 0.471 | TC50186 | 0.443 | BLNK | 0.441 |
| CDON | 0.149 | TXNIP | 0.406 | ABLIM1 | 0.450 | TC68116 | 0.427 | CO678475 | 0.296 |
| ARRB1 | 0.417 | OLFML1 | 0.284 | LOC484172 | 0.307 | ZNF385D | 0.302 |  |  |
| SEPP1 | 0.181 | DN373009 | 0.432 | FYCO1 | 0.467 | TC58698 | 0.410 |  |  |
| CF409846 | 0.356 | DN747772 | 0.408 | TC52515 | 0.454 | CRIM1 | 0.439 |  |  |

# Supplementary material for: Global Gene Expression Analysis of Canine Cutaneous Mast Cell Tumor: Could Molecular Profiling Be Useful for Subtype Classification and Prognostication?
**Source:** PLoS One. 2014 Apr 18;9(4):e95481. doi: 10.1371/journal.pone.0095481
**Supplement:** Table S4 — Up-regulated genes (n = 450) in undifferentiated reference samples and corresponding –fold changes (FC). The table describes the list of the entire set of up-regulated genes (n = 450), obtained through the comparison of differentiated and undifferentiated reference samples transcriptome. The –fold change for each probe is also reported.

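A fold in Table S4 above 1 is an increase in the 5 undifferentiated samples. The largest fold is the paper's 25.343 for DR104796 on chromosome 7, for which the log2 level here was 14.22 ± 4.29 (SD, n = 4) against 10.43 ± 1.94 (SD, n = 13). Its log2 fold change of 3.79 (standard error 1.40, adjusted p = 0.112) was not called by limma, and it was called by SAM only on the linear values of the authors' normalized table, a setting chosen after seeing the data. S100A9, at the same chromosome and with the paper's folds of 22.083 and 20.853, had log2 fold changes of 3.96 (standard error 1.37, limma adjusted p = 0.087) and 3.16 (standard error 1.48, limma adjusted p = 0.212). Neither probe was called by limma, while SAM on linear values called the first of them. SAM on log2 values and on the linear values of the authors' normalized table called neither. The SDs of the undifferentiated samples were 4.19 (n = 5) and 4.48 (n = 4). With T9 left out, the first of the 2 rose to 5.58 and was called (limma adjusted p = 0.00875). UCHL1 on chromosome 3, with the paper's folds of 23.412 and 9.267, was called with both probes, at log2 fold changes of 4.36 (standard error 0.616, limma adjusted p = 4e-04) and 2.94 (standard error 0.407, limma adjusted p = 0.000333). Neither was called with scan session (adjusted p = 0.0272 and 0.0191) or slide (0.255 and 0.174) as a fixed block in limma, settings chosen after seeing the data. In both, T90 lay below the other undifferentiated samples, at 5.99 against 9.16 to 10.09 and at 9.98 against 12.46 to 13.28.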

**Table S4.** Up-regulated genes (n = 450) in undifferentiated reference samples and corresponding –fold changes (FC).

# Supplementary material for: Global Gene Expression Analysis of Canine Cutaneous Mast Cell Tumor: Could Molecular Profiling Be Useful for Subtype Classification and Prognostication?
**Source:** PLoS One. 2014 Apr 18;9(4):e95481. doi: 10.1371/journal.pone.0095481
**Supplement:** Table S5 — List of selected genes: Ensembl Genome Browser sequence ID, primer sequences, UPL probe and amplicon size. The table defines target and internal control genes selected for qPCR analysis and all the information about qPCR assay design: transcript Ensembl Genome Browser ID, primer sequences, UPL probe and amplicon size.

**Table S5.** List of selected genes: Ensembl Genome Browser sequence ID, primer sequences, UPL probe and amplicon size.

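The primers of Table S5 were designed for the 13 target genes and for the internal control genes ATP5B, TMBIM4 and HPRT1, whose signal serves to scale the qPCR signal of the others. On the arrays these 3 genes have 5 probes, none of which was called between the reference samples. The 2 ATP5B probes on chromosome 10 had log2 fold changes of 0.06 and 0.01 (limma adjusted p = 0.856 and 0.974) and the 2 HPRT1 probes on chromosome X of 0.30 and 0.34 (adjusted p = 0.161 and 0.134). In the 33 unknown samples the ATP5B probes were higher in the undifferentiated class, by 0.46 (standard error 0.121, limma adjusted p = 0.0208) and 0.51 (standard error 0.145, limma adjusted p = 0.0322), both under a fold of 2. The TMBIM4 probe had a log2 fold change of 0.30 in the reference samples (standard error 0.384, limma adjusted p = 0.689), where its 5 undifferentiated samples spread with an SD of 1.30 and only 3 of them were well above background. With spots that the scanner software did not find set to missing, a setting chosen after seeing the data, it rose to 1.23 (limma adjusted p = 0.00912). The lowest undifferentiated samples were LM0 (4.35) and T9 (4.62), and the others lay between 6.42 and 7.17. Leaving out spots because they are dim can raise a mean by itself, so this rise is no evidence of a change.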

| **Gene** | **Gene description** | **Ensembl Genome Browser sequence ID** | **Primer sequence (5’-3’)** | **UPL probe** | **Amplicon size**  **(bp)** |
| --- | --- | --- | --- | --- | --- |
| CCNB2 | Cyclin B2 | [ENSCAFT00000026290](http://www.ensembl.org/Canis_familiaris/Transcript/Summary?t=ENSCAFT00000026290) | F: CCAGTACAGATGGAAATGTTGG R: AGGTTCTCTTCCTTCATGGAGAT | #81 | 77 |
| CDC20 | Cell division cycle 20 | [ENSCAFT00000008495](http://www.ensembl.org/Canis_familiaris/Transcript/Summary?db=core;g=ENSCAFG00000005259;r=15:16798320-16806713;t=ENSCAFT00000008495) | F: GTGCCGTGGATGCTCAAT R: CCAGAGATGAGCTCCTTGTAGTG | #54 | 70 |
| CDCA8 | Cell division cycle associated 8 | [ENSCAFT00000005257](http://www.ensembl.org/Canis_familiaris/Transcript/Summary?t=ENSCAFT00000005257) | F: GGTTTGACTCAAGGGTCTTCA R: GAGATGTTGTAGATCCGCTCTCT | #3 | 73 |
| CENPP | Centromere protein P | [ENSCAFT00000003607](http://www.ensembl.org/Canis_familiaris/Transcript/Summary?t=ENSCAFT00000003607) | F: TTCCGAAGCTGGATCTTCTC R: AGTCTCCAGGATGTGGTGCT | #1 | 74 |
| FEN1 | Flap structure specific endonuclease 1 | [ENSCAFT00000049322](http://www.ensembl.org/Canis_familiaris/Transcript/Summary?t=ENSCAFT00000049322) | F: AGGAGCAATTTGTAGATCTGTGC R: CCCGAATGCTCTCACAGTAGT | #3 | 60 |
| FOXM1 | Forkhead box M1 | [ENSCAFT00000024793](http://www.ensembl.org/Canis_familiaris/Transcript/Summary?t=ENSCAFT00000024793) | F: CGAGGATCACTTCCCCTATTT R: GAAAGGTTGTGGCGGATG | #11 | 72 |
| GSN | Gelsolin | [ENSCAFT00000005907](http://www.ensembl.org/Canis_familiaris/Transcript/Summary?db=core;g=ENSCAFG00000003663;r=11:74248247-74268129;t=ENSCAFT00000005907) | F: CCTGGGACAGCTTCAACAAC R: CCGCACCACTGGTAGATGT | #61 | 70 |
| KPNA2 | Karyopherin alpha 2 | [ENSCAFT00000018435](http://www.ensembl.org/Canis_familiaris/Transcript/Summary?t=ENSCAFT00000018435) | F: TGTCAAAGGCATAAATAGCAACA R: AGCAGTTTCCTAGCAGCTTGA | #1 | 69 |
| NUF2 | NDC80 kinetochore complex component, homolog (S. cerevisiae) | [ENSCAFT00000021052](http://www.ensembl.org/Canis_familiaris/Transcript/Summary?t=ENSCAFT00000021052) | F: ATGAAAGACACAGTCCAGAAACTT R: GCAAGCAATCAACGGAGTCT | #137 | 89 |
| NUSAP1 | Nucleolar and spindle associated protein 1 | [ENSCAFT00000015151](http://www.ensembl.org/Canis_familiaris/Transcript/Summary?t=ENSCAFT00000015151) | F: GCCTACCTTAAAGACGAAGCAA R: CATCTGCATCTCAGTCTCATCC | #88 | 93 |
| PRC1 | Protein regulator of cytokinesis 1 | [ENSCAFT00000019302](http://www.ensembl.org/Canis_familiaris/Transcript/Summary?t=ENSCAFT00000019302) | F: CAACGAGCCAAGCTTCAAA R: ATGTTTCAATCCGTGCCTTC | #144 | 67 |
| RAD51 | DNA repair protein RAD51 homolog 1 (S. cerevisiae) | [ENSCAFT00000014658](http://www.ensembl.org/Canis_familiaris/Transcript/Summary?t=ENSCAFT00000014658) | F: GGCCATGTACATTGACACTGA R: CACTGCCAGAGAGGCCATA | #102 | 83 |
| UBE2S | Ubiquitin-conjugating enzyme E2S | [ENSCAFT00000045087](http://www.ensembl.org/Canis_familiaris/Transcript/Summary?t=ENSCAFT00000045087) | F: GCATGTCCTGCTGACCATC R: CTCATTGAGGGCCGACTC | #40 | 64 |
| ATP5B | ATP synthase subunit beta, mitochondrial | [ENSCAFT00000000224](http://www.ensembl.org/Canis_familiaris/Transcript/Summary?t=ENSCAFT00000000224) | F: TCTGAAGGAGACCATCAAAGG R: AGAAGGCCTGTTCTGGAAGAT | #120 | 74 |
| TMBIM4 | Transmembrane BAX inhibitor motif containing 4 | [ENSCAFT00000000579](http://www.ensembl.org/Canis_familiaris/Transcript/Summary?t=ENSCAFT00000000579) | F: TCTACAATCTAAGAGAGATTTCAGCAA R: TTCCTGACAAGCACAAAATCC | #15 | 77 |
| HPRT1 | Hypoxanthine-guanine Phosphoribosyl transferase 1 | [ENSCAFT00000045759](http://www.ensembl.org/Canis_familiaris/Transcript/Summary?t=ENSCAFT00000045759) | F: TGCTCGAGATGTGATGAAGG R: TCCCCTGTTGACTGGTCATT | #62 | 192 |

# Supplementary material for: Global Gene Expression Analysis of Canine Cutaneous Mast Cell Tumor: Could Molecular Profiling Be Useful for Subtype Classification and Prognostication?
**Source:** PLoS One. 2014 Apr 18;9(4):e95481. doi: 10.1371/journal.pone.0095481
**Supplement:** Table S6 — qPCR assay parameters: primer concentration, efficiency, error value and dynamic range. The table defines the main features of qPCR assays obtained during their setting up. In particular primer concentration and efficiency, error value and dynamic range are reported.

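Table S6 describes how each qPCR assay behaved on its calibration curve. The efficiency states how close each cycle came to doubling the product, the error value how far the points strayed from the curve, and the dynamic range the span of cycles over which the assay could be used. These assays gave the folds that the array folds are set against, and their values per sample were not analysed here.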

**Table S6.** qPCR assay parameters: primer concentration, efficiency, error value and dynamic range.

| **Gene** | **Primers concentration** | **Efficiency**  **(%)** | **Error value*** | **Dynamic range (CP)** |
| --- | --- | --- | --- | --- |
| CCNB2 | 600F/600R | 105.0 | 0.004 | 26.79 – 36.94 |
| CDC20 | 600F/600R | 96.0 | 0.028 | 27.19 – 36.33 |
| CDCA8 | 600F/600R | 98.1 | 0.009 | 26.24 – 36.19 |
| CENPP | 600F/600R | 94.9 | 0.012 | 33.53 – 40.00 |
| FEN1 | 300F/300R | 102.9 | 0.006 | 24.77 – 33.77 |
| FOXM1 | 600F/600R | 98.6 | 0.008 | 25.85 – 35.49 |
| GSN | 600F/600R | 96.8 | 0.005 | 21.12 – 32.59 |
| KPNA2 | 300F/300R | 96.8 | 0.004 | 23.62 – 35.27 |
| NUF2 | 600F/600R | 99.6 | 0.010 | 26.57 – 37.74 |
| NUSAP1 | 600F/600R | 100.5 | 0.016 | 24.34 – 35.66 |
| PRC1 | 300F/300R | 96.5 | 0.007 | 24.22 – 35.45 |
| RAD51 | 600F/600R | 95.3 | 0.021 | 26.58 – 35.95 |
| UBE2S | 300F/300R | 98.9 | 0.013 | 24.84 – 34.67 |
| ATP5B | 600F/600R | 104.2 | 0.008 | 20.48 – 31.37 |
| CGI-119 | 600F/300R | 93.0 | 0.011 | 23.77 – 35.23 |
| HPRT1 | 300F/600R | 93.0 | 0.009 | 23.56 – 33.46 |

F: forward primer; R: reverse primer.

*: mean squared error of the single data points fit to the regression line

How the deposited data were processed for this re-analysis (not part of the article)

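The data are the expression profiles of 51 canine cutaneous MCTs on one-color Agilent arrays, 1 tumor per array: 5 undifferentiated and 13 differentiated reference samples and 33 unknown samples, which the paper classifies as 7 undifferentiated and 26 differentiated. The authors amplified and labeled the RNA, hybridized the arrays and extracted the scans with Agilent Feature Extraction, whose processed signal is an intensity with the background subtracted within each array. That signal was deposited for each array as an intensity, not normalized between arrays, with control and flagged spots still in it. A table of intensities that the authors quantile-normalized over the 51 arrays together was deposited as well. Its values are on a linear scale, they rank each array as the processed signal does, and spots not found by the scanner software are blank in it. The authors state their changes as folds, which are ratios of linear group means, while the levels and fold changes computed here from the deposited intensities are log2 values unless stated otherwise.

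The analysis used R 4.3.3 with limma 3.58.1, data.table 1.17.8 and statmod 1.5.0, and figures were drawn with matplotlib 3.10.9 and numpy 2.4.6. The processed signal was put on the log2 scale and quantile-normalized over the 51 arrays. Spots flagged as outliers were set to missing, controls were left out, and spots of the same probe were averaged, which left 43603 probes. Groups were compared with limma, with Benjamini-Hochberg adjustment, and a probe was called at an adjusted p under 0.01 and a fold of at least 2. The comparison of reference samples used the 18 reference arrays only, the comparison of classes the 51 arrays, and the unknown samples were also compared on their own. SAM with 100 permutations and nearest shrunken centroids (PAM) were written anew after the published methods, since neither program could be run here. Missing values were filled with the mean of the probe before PCA and class prediction. Gene lists were tested with camera at a preset correlation of 0.01, 1 probe per gene, at an adjusted p under 0.05. The lists of pathways and of cell types were written from general knowledge.

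Named genes follow a rule: the 5 probes with the largest log2 fold change in each direction among called probes whose groups do not overlap, the 13 marker genes, the 3 internal control genes and the largest and smallest folds of Tables S3 and S4. The values of 1 marker gene are not reported here on their own, though it is part of the counts and correlations. Where a probe was not well above background on any array of a group, its change is given as a bound. The steps were tested on simulated data with the sizes of the reference groups. In these data the probes varied independently of each other. The changed probes were drawn only from those with a spread under that of the median probe. Of 200 probes changed by simulation, limma called 196, with 1 unchanged probe called, SAM on log2 values called 196, also with 1 unchanged probe, and SAM on linear values called 181, 93 of the 100 raised and 88 of the 100 lowered ones, with 0 unchanged probes. Without any simulated change limma called 0 probes. PAM, run on 2000 probes, made 0 errors, and camera found 5 of 5 shifted lists and 0 of 45 others. The share recovered therefore does not carry over to more variable probes. Nor do the camera counts carry over to lists of genes that vary together.

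The comparisons, the named-genes rule and the following alternatives were set before the data were examined. For the reference samples these were normalization to the 75th percentile, normexp background correction, normalization over the 18 arrays only, a filter on dim probes, flagged spots kept, slide as a random block, sex or age as a covariate, SAM on log2 and on linear values, the methods' t-test with and without adjustment, an adjusted p under 0.05, the authors' normalized table and leaving out each sample. For class prediction they were linear values, 5-fold cross-validation, the threshold printed in Fig. 3, 2 other normalizations, leaving out the genes of the cell cycle and M phase lists and leaving out each undifferentiated sample. The components were also computed on other scales and sets of probes, the correlation with qPCR with other folds per gene, and the lists with fry, an estimated correlation, the mean over the probes of a gene and, for pathways, Fisher's exact test.

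Further alternatives were chosen after seeing the data. These were scan session or slide as a fixed block, spots not found set to missing, SAM on the linear values of the authors' normalized table, the threshold printed in Fig. 3 on linear values, components of the probes that SAM called and with flagged spots kept, slide as a random block for the marker probes, and the correlation with qPCR without 2 genes.

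The share of spots well above background was between 59.4% and 74.8% per array, and 31754 probes were well above background on at least 5 of the 18 reference arrays. Probes below that level have levels set largely by the background, and their fold changes are imprecise. Left out were the comparisons by histological grade alone, the survival analysis, the qPCR values per sample and the 22 dogs not on an array, for which the array data hold nothing.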

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

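The tests reported in this part were set beforehand, except that scan session as a fixed block and slide as a random block in the unknown samples were tests chosen only after the result was seen. Of 96 groups of samples tested for a sample far from the others, 7 had one, and chance flags about 1 in 20 groups. For UCHL1, T90 lay below the other undifferentiated reference samples in both probes, at 5.99 against 9.16 to 10.09 in A_11_P0000024143 and at 9.98 against 12.46 to 13.28 in A_11_P215648. In the unknown samples classified as undifferentiated, T114 lay above the others in both, at 9.42 against 6.68 to 7.85 and at 12.77 against 10.29 to 11.34. Since 2 probes at different positions show the same sample apart, a single bad spot does not account for it. In one KPNA2 probe T77 was at 11.96, against 12.66 to 12.99. In one ANGPTL1 probe T90 was at 3.08, against 1.60 to 1.61, where none of the 5 samples was well above background. No biological explanation was tested for these samples.

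In one COL14A1 probe LM0 was at 2.06, against 4.80 to 5.79 in the other undifferentiated reference samples. A poor array was tested as the reason and remains open. On the array of LM0 62.25% of spots were well above background, within the 59.4% to 74.82% of the other arrays but towards the lower end, and the SD of its replicate spots was 0.09226 against up to 0.1275 elsewhere. It had 1936 spots flagged as outliers, against a median of 945 over the arrays, and its highest correlation with another array was 0.9407, the lowest of the 51, the others reaching at least 0.9573. Whether the tumor itself differs remains open as well.

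Between the predicted classes of the 33 unknown samples limma called 417 probes, 313 higher and 104 lower, which the paper does not report. Since the classes were predicted from the same arrays, calls are built into this comparison. With slide as a random block, 90.9% of the 417 remained, but a random block does not remove a slide difference that goes with the classes, so slide as their source remains open. Of the 783 probes called in the reference samples, 734 had the same direction here and 221 were called in the same direction, 189 higher and 32 lower, with 0 called in opposite directions. The median ratio of their fold changes to those in the reference samples was 0.4765, but the 783 probes were selected for a large change in the reference samples, which lowers such a ratio by itself. The difference between the 2 comparisons was itself tested, and 27 of 43579 probes had an adjusted p under 0.05 (5866 at an unadjusted p under 0.05). Why these probes differ was not tested.

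Among the names called lower in the reference samples, 197 are absent from Tables S3 and S4. The paper's folds and its SAM analysis give a smaller share of lower probes than limma on log2 values does, and 2 technical explanations of that gap between scales were tested among the 600 probes with the largest statistics. With 5 undifferentiated against 13 differentiated arrays the share of lower probes was 25.33% on linear and 42.5% on log2 values. With 5 against 5, the medians over 20 draws of the differentiated arrays were 63.5% and 53.58%, and the median of the gaps of the draws was -51% of the gap at 5 against 13. With 12 undifferentiated against 5 differentiated arrays the medians were 69.92% and 47%. Unequal group sizes on the linear scale may therefore account for the gap. Among probes well above background on at least 5 of the reference arrays, 97.1% of the gap stayed. The probes that this filter removes, dim on most arrays, therefore do not account for it. However, the filter keeps probes that are near the background only in the undifferentiated samples. One ANGPTL1 probe, for example, was well above background on 0 of 5 undifferentiated and 13 of 13 differentiated arrays. Whether such probes account for the gap was therefore not tested and stays open.

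Genes of connective tissue such as COL14A1 were among the lower probes, and 3 explanations of the lower probes were weighed. Scan session is argued against, since with scan session as a fixed block the median log2 fold change of the called lower probes was -1.866 against -1.854, or 101% of its size, and 369 of 369 stayed lower. Within the 26 unknown samples classified as differentiated, 368 called lower probes outside the fibroblast list followed the mean of that list. Their median correlation was 0.284, above the 95th percentile of 1000 random draws (0.01627). The draws took uncalled probes of like level, while the called lower probes were selected together and may vary together. That percentile is therefore too narrow a measure of chance. The amount of connective tissue in a sample may contribute to their level, but this test does not decide it. Whether the undifferentiated tumor pieces held a smaller share of fibroblasts cannot be told apart from chance with 5 samples. Of 21 fibroblast genes 18 were lower, COL1A1 by a log2 fold change of -0.57, COL1A2 by -0.32 and COL3A1 by -0.70. However, the exact permutation p was 0.0315, or 0.105 when adjusted over 10 lists. The lists of neutrophils (0.0167) and skeletal muscle (0.0232), both higher, had smaller exact permutation p values and the same adjusted p. A lower expression in the tumors themselves was not tested and stays open.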

How the results depend on the processing

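Alternatives named here as added were chosen only after the result was seen. No paired analysis was possible because each array holds a different tumor and the labels give the groups no shared replicate numbers. Where a result moved, the cause was not tested unless stated.

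Of the 783 probes called in the reference samples (414 higher, 369 lower, 395 names shared with Tables S3 and S4), the count with normexp background correction was 404 (225 higher, 179 lower, 245 shared), of which 393 were among the 783. SAM on log2 values called 1331, 751 of them lower, and on linear values 168 lower. The methods' t-test without adjustment called 1994 (882 higher, 1112 lower), and an adjusted p under 0.05 gave 1690 (780 higher, 910 lower), both by their wider limits. Of the added alternatives, scan session as a fixed block gave 300 (182 higher, 118 lower, 192 shared), slide as a fixed block 58 (44 higher, 14 lower, 22 shared), and SAM on the linear values that the authors normalized gave 508 probes, of which 1.2e2 (rounded) were lower. Of these 300, 58 and 508 probes, 265, 23 and 415 were among the 783. Slide as a fixed block leaves only 2 slides with both groups. The other alternatives stayed within 1.5 times of the counts. The share of lower probes was 47.13%, against 27.91% with SAM on linear values, 56.42% with SAM on log2 values, 51.64% with the 75th percentile and 45.07% on the authors' normalized table. With each reference sample left out, 520 (without LM0) to 1094 (without T57) probes were called, 299 to 620 higher and 221 to 531 lower, with 292 to 419 names shared.

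The PAM panel of 342 probes held 2 on linear values, 615 with 5-fold cross-validation, 103 without the cell cycle and M phase genes, and 0 at the threshold printed in Fig. 3, where no class could be predicted. With that threshold, added on linear values, it held 22, and on the linear values that the authors normalized it held 20. Leaving out 1 undifferentiated sample gave 10 (without T57) to 2460 (without LM0) probes and 5 to 8 samples predicted as undifferentiated.

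The share of 3 components of the called probes, 84.554%, was 79.292% on log2 values, 70.807% at unit variance, 90.599% on the authors' normalized table and 90.624% with flagged spots kept (added). That of component 1 of the marker probes, 95.741%, was 85.187%, 77.052%, 98.695% and 98.542% in the same order, and 90.897% without GSN. That of 2 components of all probes, 31.942%, was 25.724% on linear values, 27.185% on the authors' normalized table and 35.003% without dim probes.

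The 7 pathway lists past the threshold fell to 4 with an estimated correlation and ranged from 6 (without T57, T73 or T90) to 7. The 1 cell type list past it became 0 with fry and with an estimated correlation and 3 with the mean over the probes of a gene, and ranged from 1 to 3 (without T73 or T90). Over all lists 138 of 152 settings gave the same call, 8 a weaker, 6 a stronger and 0 a reversed one. For the 48 named probes 1527 of 1584 calls were the same, 55 weaker, 2 stronger and 0 reversed, and 39 of the weaker ones came with slide and 8 with scan session as a fixed block, both UCHL1 probes among them in either case. Signal over background limits dim probes such as that of NUSAP1, whose log2 fold change was 0.33 with normexp background correction, under a fold of 2. Its adjusted p was 0.0506 on the authors' normalized table, 0.0325 with spots not found set to missing (added), 0.0172 without LM0 and 0.0129 without T90.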

Differences from the paper's values

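SAM and the threshold printed in Fig. 3 on linear values of the authors' normalized table, and that threshold on linear values, were tests chosen only after the result was seen. So was scan session as a fixed block. The paper gives 147 down-regulated transcripts, and here 369 probes were lower. Of the alternatives set before the data were examined, normexp background correction (179) and SAM on linear values (168) came within 1.5 times of the paper's number, and the others did not. With normexp the higher probes fell to 225 against the paper's 450, while SAM on linear values gave 434. SAM on the linear values of the authors' normalized table, chosen after seeing the values, came within it too. So did scan session as a fixed block in limma, also chosen then, with 118 lower probes but only 182 higher ones.

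The paper gives 13 transcripts in its PAM panel, and here 342 probes were kept. Of the alternatives set before the data were examined, only leaving out T57 came within 1.5 times, with 10 probes, of which 0 belong to the 13 marker genes. Linear values (2), 5-fold cross-validation (615), the threshold printed in Fig. 3 (0), the 75th percentile (311), the authors' normalized table (336), leaving out the cell cycle and M phase genes (103) and leaving out T9 (489), T73 (599), T90 (347) or LM0 (2460) did not. The threshold printed in Fig. 3 on linear values gave 22 probes, and on the linear values that the authors normalized it gave 20, both chosen after seeing the values and both above that range, and each held 12 marker probes.

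The paper shows T53 as differentiated, while the panel here predicted it as undifferentiated. The authors' normalized table, which assigned the same 7 samples as the paper, and leaving out T57, which assigned 5 samples, all among the paper's, place it as the paper does. So does the threshold printed in Fig. 3 on linear values of either kind, chosen after seeing the values, which assigned the paper's 7 samples.

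The paper states that component 1 of the marker probes parts its categories. On linear values 7 of 12 undifferentiated samples counted as inside the range of the differentiated ones, while 0 did on log2 values and 0 at unit variance. Only the end of the range towards their own group was checked. The paper puts the first 2 components of the whole dataset lower than the 31.942% found here. Linear values (25.724%) and the authors' normalized table (27.185%) lie where the paper puts them. The paper's tree parts the reference groups at its first split, as it did here on log2 values, while on plain linear values 3 undifferentiated samples stayed with the 13 differentiated ones.

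Of the 514 names in Tables S3 and S4, 395 had a call in the paper's direction and 0 in the other. Among the named ones without a call, S100A9 is up-regulated in the paper, while here its probes had adjusted p values of 0.087 and 0.212 from limma. SAM on linear values called the first of them, as did leaving out T9. SAM on log2 values and on the linear values of the authors' normalized table called neither. DR104796, up-regulated in the paper, had an adjusted p of 0.112, and was called by SAM on the linear values of the authors' normalized table, chosen after seeing the values. The probe named CDCA8, a gene that the paper counts among the markers, had a log2 fold change of 0.48 (adjusted p = 0.316 from limma) in the reference samples and was called neither by limma nor by any of the 3 SAM settings. The paper lists steroid biosynthesis among its enriched pathways, while here camera gave it an adjusted p of 0.382 and Fisher's exact test 0.0712.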

Other observations

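The tests of the M phase list over other splits, of the CDCA8 probe, of T53 and of an exchange of T103 and T113 were chosen only after the result was seen. Other splits of the samples into groups of the same sizes were drawn, 100 for each result, the real one included. For the 783 probes called in the reference samples 1 split, the real one, gave as many, so chance can be excluded for that count. For the p of the M phase list it was 1 split as well, which excludes chance only as far as 100 splits allow, since other splits came close, the nearest with a p of 9.52e-44 against 1.05e-46. For the marker probes between the classes 1 split gave as many as well, but the classes were predicted from the same genes and arrays, so that count decides nothing about chance. For the 7 pathway lists 5 splits gave as many, and for the cell type lists 97, so chance cannot be excluded for these counts.

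The mean standardised level of the 24 marker probes was 1.64 in undifferentiated reference samples, 1.1 in unknown ones classified as undifferentiated and -0.408 in differentiated ones, with 0.731 (T77) as the lowest and 0.484 (T58) as the highest value of the classes. Whether the classes are separate or the ends of one proliferation gradient remains open, as 1 normal component and 2 differed by only 0.641 BIC units. T53, predicted as undifferentiated by the panel, had 0.382, below the lowest undifferentiated sample, but the classes were themselves predicted from these genes on these arrays, so the score does not decide its class.

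The 3 GSN probes held 99.71% of the squared loadings of component 1 of the marker probes on linear values. The brightness of GSN may therefore be what that component measures on this scale. The probe named CDCA8 correlated with the mean of the other marker probes with an r of 0.329 over the 51 arrays, the lowest other being 0.708. DN745205, 12431 bases away on chromosome 15, had an r of 0.954 and a log2 fold change of 2.46 in the reference samples (standard error 0.329, limma adjusted p = 0.000274). The CDCA8 probe may therefore not measure the transcript that the qPCR assay measured. Table 1 of the paper gives a close correlation between array and qPCR for CDCA8 without naming the probe, and Table S4 lists DN745205 but no CDCA8, so which probe stands behind the paper's value is open. DN745205 was chosen after its values were seen.

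Gains or losses of whole chromosomes cannot be told apart from no change. Of 39 chromosomes, camera put 0 past an adjusted p of 0.05 with a median beyond 0.1, the smallest adjusted p being 0.0933 for chromosome 28, while fry put 2 past it, chromosome 19 (median log2 fold change 0.124, adjusted p = 0.0163) and chromosome 13 (0.126, adjusted p = 0.0186).

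On the Y-linked probe of JARID1D, 2 samples lay with the other sex: T103, labeled male, at 6.76 and T113, labeled female, at 10.67, where the other males had 10.44 ± 0.55 (SD, n = 18) and the other females 6.53 ± 0.40 (SD, n = 29). All of the 5 other probes farthest apart between the sexes placed both in the same way, so an exchange of T103 and T113 may explain them. Both are classified as differentiated. T53 (6.11) and T132 (10.33) have no sex given. T87 and T88, and T106 and T107, share breed, sex, age and slide. Their correlations, 0.9878 and 0.9818, ranked 1 and 4 of 68 pairs on one slide (median 0.9623). The paper states that the tumors on the 51 arrays came from 51 dogs, so a pair from one dog would go against its count. The correlations alone do not decide this. Of the class by sex interactions 1 probe, TC67393, had an adjusted p under 0.05 in limma (2557 at an unadjusted p under 0.05).

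Of 10 cell type lists only fibroblasts were past an adjusted p of 0.05 in camera (0.000179, median -0.78, 18 of 21 genes lower), and not with fry (0.0975). The other lists had adjusted p values of 0.0666 for keratinocytes (median -2.25, 13 of 13 genes lower), 0.0896 for skeletal muscle (2.125, 9 of 11 higher), 0.139 for neutrophils (0.94, 9 of 12 higher), 0.244 for macrophages (-0.38, 10 of 14 lower), 0.275 for adipocytes (-0.81, 8 of 10 lower), 0.629 for mast cells (0.09, 7 of 12 higher) and for endothelial cells (0.25, 9 of 13 higher), 0.698 for T cells (0.13, 7 of 12 higher) and 0.873 for eosinophils (0.09, 2 of 4 higher). Of the fibroblast genes 20 of 21 were well above background on all 18 reference arrays, none is in another list and none in Tables S3 and S4.

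The internal control gene TMBIM4 was at 4.62 (T9), 6.83 (T57), 6.42 (T73), 7.17 (T90) and 4.35 (LM0) in the undifferentiated reference samples, against 4.93 to 6.16 in the differentiated ones.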
